# RNA-seq in grain unveils fate of neo- and paleopolyploidization events in bread wheat (*Triticum aestivum *L.)

**DOI:** 10.1186/gb-2011-12-12-r119

**Published:** 2011-12-02

**Authors:** Caroline Pont, Florent Murat, Carole Confolent, Sandrine Balzergue, Jérôme Salse

## Abstract

**Background:**

Whole genome duplication is a common evolutionary event in plants. Bread wheat (*Triticum aestivum *L.) is a good model to investigate the impact of paleo- and neoduplications on the organization and function of modern plant genomes.

**Results:**

We performed an RNA sequencing-based inference of the grain filling gene network in bread wheat and identified a set of 37,695 non-redundant sequence clusters, which is an unprecedented resolution corresponding to an estimated half of the wheat genome unigene repertoire. Using the *Brachypodium distachyon *genome as a reference for the Triticeae, we classified gene clusters into orthologous, paralogous, and homoeologous relationships. Based on this wheat gene evolutionary classification, older duplicated copies (dating back 50 to 70 million years) exhibit more than 80% gene loss and expression divergence while recent duplicates (dating back 1.5 to 3 million years) show only 54% gene loss and 36 to 49% expression divergence.

**Conclusions:**

We suggest that structural shuffling due to duplicated gene loss is a rapid process, whereas functional shuffling due to neo- and/or subfunctionalization of duplicates is a longer process, and that both shuffling mechanisms drive functional redundancy erosion. We conclude that, as a result of these mechanisms, half the gene duplicates in plants are structurally and functionally altered within 10 million years of evolution, and the diploidization process is completed after 45 to 50 million years following polyploidization.

## Background

More than 40 years ago, based on a few protein sequences from vertebrates, Susumu Ohno proposed polyploidization as a major source of new biological pathways created from duplicated gene copies [1]. The vertebrate genomes can be considered as paleopolyploids that had become modern diploids by means of ancestral chromosome fusions as well as sequence divergence between duplicated chromosomes. Recent paleogenomic analyses in plants have confirmed and refined Ohno's conclusions and led to the identification of polyploid common ancestors, showing that present-day species have been shaped through several rounds of whole genome duplications (WGDs), small scale duplications (SSDs) as well as copy number variations (CNVs) of tandem duplicated genes followed by numerous chromosome fusion (CF) events leading to the their present-day chromosome numbers [2-4]. Duplicate genes that persisted in multiple copies diverged by differentiation of sequence and/or function. Overall, recurrent gene or genome duplications generate functional redundancy followed either by pseudogenization (that is, unexpressed or functionless paralogs), concerted evolution (that is, maintained function of paralogs), subfunctionalization (that is, partitioned function of paralogs), or neofunctionalization (that is, novel function of paralogs) during the course of genome evolution. Functional divergence either by subfunctionalization or neofunctionalization of duplicated genes has been proposed as one of the most important sources of evolutionary innovation in living organisms [5]. As a consequence, polyploidy followed by diploidization is a major mechanism that has shaped complex regulatory networks during the evolution of the plant genomes. However, the real impact of genome duplication on gene network evolution, by comparing ancestral pre-WDG networks to modern post-WGD networks, is not clear. Recent access to numerous sequenced plant genomes [4] now offers the opportunity to study, at an unprecedented resolution, the impact of WGD on gene and genome organization as well as regulation.

Recent paleogenomics studies in plants aiming at comparing modern genome sequences to reconstruct their common founder ancestors based on the characterization of shared duplication events allowed the characterization of seven genome paleoduplications for the monocots and seven genome paleotriplications for the eudicots. These data led to the construction of extinct ancestors of seven protochromosomes (9,731 protogenes) and five protochromosomes (9,138 protogenes) for the eudicots and monocots, respectively [4] (Figure 1a). These recent evolutionary studies in plants suggest that most duplicated genes that are structurally retained during evolution (referred to as 'persistent duplicated genes') have at least partially diverged in their function [6,7]. Microarray studies in eudicots and monocots showed that the vast majority of duplicated genes have diverged in their expression profiles, with 73% [8,9] and 88% [10] of gene pairs in *Arabidopsis *(eudicot reference genome) and rice (monocot reference genome), respectively, associated with asymmetric expression profiles after 50 to 100 million years of evolution. In maize, where a recent WGD dating back to 5 million years ago (MYA) occurred [11], more than 50% of the duplicated genes have been deleted and are no longer detectable within paralogous chromosomal blocks [12]. These results clearly demonstrate that most of the genetic redundancy originating from polyploidy events is erased by a massive loss of duplicated genes by pseudogenization in one of the duplicated segments soon after the polyploidization event.

**Figure 1:**
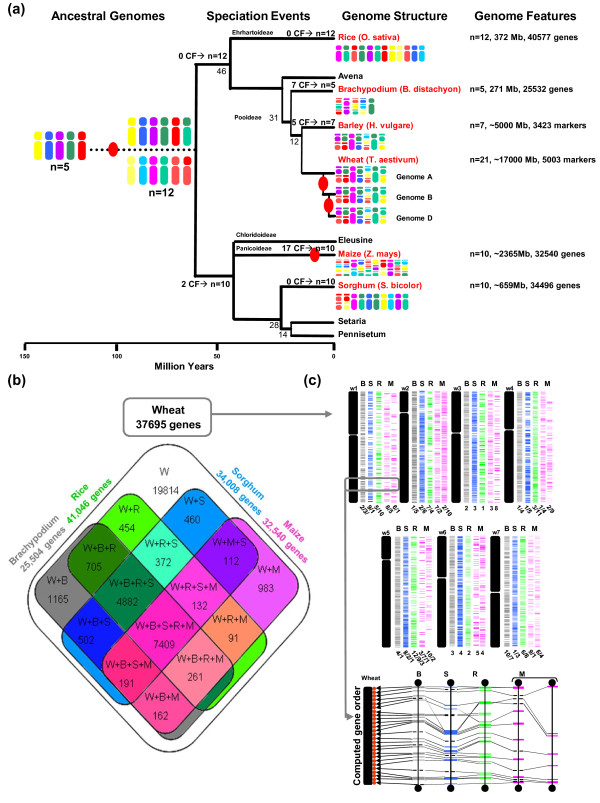
**Homolog gene conservation between wheat and cereal sequenced genomes**. **(a) **Cereal genome paleohistory. Schematic representation of the phylogenetic relationships between grass species adapted from [2,4]. Divergence times from a common ancestor are indicated below the branches of the phylogenetic tree (in million years). Whole genome duplication events are illustrated with red circles on the tree branches. The evolution of chromosome numbers of modern species from the ancestral genome structure is indicated with the number of chromosome fusion (CF) events. Genome features (number of chromosomes, physical size, and the number of annotated unigenes) of the six cereal genomes investigated are shown at the right-hand side. Modern genome architectures are illustrated using a color code that represents the *n *= 5 and 12 extinct ancestors (left). **(b) **Homologous gene groups between wheat and rice, *Brachypodium*, sorghum, and maize genomes. The Venn diagram illustrates the number of conserved protein domain-based homologs between wheat (RNA-seq gene clusters) and rice/*Brachypodium*/sorghum/maize (annotated proteins). **(c) **Simulated synteny-based gene order model in bread wheat. The chromosomal location of the RNA-seq gene clusters are shown on the seven bread wheat chromosome groups based on a consensus gene order derived from the observed synteny between wheat and rice ('R', in green), *Brachypodium *('B', in grey), sorghum ('S', in blue), and maize ('M', in pink) chromosomes (numbers are shown at the bottom of the chromosomes). The bottom inset illustrates a micro-synteny example of 26 re-ordered genes in bread wheat chromosome 1 (red dots) based on orthologous genes identified in *Brachypodium *(chromosome 2, 92 annotated genes, 0.9 Mb), sorghum (chromosome 9, 108 annotated genes, 1.1 Mb), rice (chromosome 5, 112 annotated genes, 0.9 Mb), maize (chromosomes 6 to 8, 145 annotated genes, 12.6 Mb). Non-conserved genes are illustrated using dotted lines and conserved genes are linked with black lines.

Because many genes are part of more global regulatory networks, a change in the expression pattern of a single gene could induce changes for numerous genes involved in the same functional pathway. Haberer *et al. *[13] noted for example that tandem as well as segmental duplicate gene pairs exhibiting high *cis*-element similarities within promoters had divergent expression in *Arabidopsis*, suggesting that changes to a small fraction of *cis*-elements could be sufficient for neo- or subfunctionalization. We can argue that functional novelties derived from neo- or subfunctionalization of orthologous and paralogous copies may reduce the risk of extinction of plant species [14,15], similar to what has been suggested in mammals, where extinction events of vertebrate lineages is higher prior to the known ancestral WGD [16]. In this scenario, rapid genomic (that is, reciprocal gene loss) and functional changes (that is, neo- or subfunctionalization) following WGD might enable polyploids to better or quickly adapt to environmental conditions with improved physiological and morphological traits and properties that were not present or sufficient in their diploid progenitors. For instance, it has been suggested that neo- or paleopolyploidy may increase vigor [17], favor tolerance to environmental changes [15], and facilitate propagation through increased self-fertilization species [18,19].

To gain insight into the impact of genome doubling on gene structure and expression, we performed high-throughput RNA sequencing (RNA-seq)-based inference of the grain filling gene network in bread wheat. We focused our functional experiments on a grain developmental kinetic to be able to run comparable experiments in other cereals (for example, rice in the next sections) based on the main conserved grain developmental phases: cell division, filling, and dehydration. Bread wheat is a good plant model to study the impact of distinct rounds of WGD on gene structure and function, as its genome comprises seven ancestral paleoduplications shared with all known cereal genomes and two recent neopolyploidization events to form *Triticum aestivum*, which originated from two hybridizations, one between *Triticum urartu *(A genome) and an *Aegilops speltoides*-related species (B genome) 1.5 to 3 MYA, forming *Triticum turgidum *ssp. *durum*, and one between *T. turgidum *(genomes A-B) and *Aegilops tauschii *(D genome) 10,000 years ago [20,21]. Bread wheat is thus a good genome model to study in the same analysis the impact of ancient and recent WGD on genome structure and function. The bread wheat genome architecture offers us the opportunity to study not only the structures and corresponding expression patterns of paleoduplicated genes (50 to 70 million years of evolution) but also neoduplicated genes (1.5 to 3 million years of evolution) by comparing expression profiles of A, B and D homoeologous gene copies, that is, homoeoalleles (Figure 1a). As the complete assembled wheat genome sequence is not yet available, we have used *Brachypodium *as reference genomes to investigate the grain filling gene network modification in response to recent and ancient evolutionary events, such as duplication, polyploidization and speciation. The aim of this study was not to perform a quantitative (that is, transcriptome) analysis of the genes expressed during grain development but rather a robust qualitative identification (that is, large scale repertoire) of homoeologous/orthologous/paralogous gene networks, allowing us to provide new insights into the structural and functional evolution of genes after a WGD event in plants. This article provides relevant conclusions on how recent and ancient duplicated genes in plants evolve in both structure and function at the whole genome level, the gene family level, and the gene network level. The established divergence of structural and expression patterns between duplicated genes might have accelerated the erosion of colinearity between plant genomes as discussed in the article.

## Results

### Synteny-based gene repertoire and expression map in wheat

We performed an RNA-seq analysis of samples collected during the grain development in wheat. We used a 454 (Roche, see Materials and methods)sequencing platform with five developmental stages, that is, 100 degree days (DD), 200 DD, 250 DD, 300 DD, and 500 DD after pollination. 

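RNA of these grain stages was also hybridized to the Affymetrix wheat array, with 2 arrays for each of 5 stages, and the values used here are log2 values after GCRMA, a normalization that corrects for background binding of probes. An agglutinin, a dehydrin and a serpin were higher at both filling stages, and the late embryogenesis gene Em (LOC543480) at 500 DD alone. A beta-amylase, which declined through the series, was lower in filling, and a photosystem gene and a histone were lower mainly at 500 DD. These directions come from 9 arrays, because the array labelled 100 DD replicate 2 correlated at r = 0.987 with 500 DD replicate 2 and at r = 0.632 with 100 DD replicate 1, and was left out after this was seen. The single 100 DD array that remains is assumed to vary like the other groups. Em (LOC543480), a late embryogenesis protein of the embryo, was under 4, the minimum used here for expression, on all 5 division arrays, at 3.81 ± 0.95 (SD, n = 2) at 300 DD and at 14.18 ± 0.06 (SD, n = 2) at 500 DD, and passed for filling against division by stage means (adjusted p = 4.3e-05 from limma). WGA2 (LOC543494), a wheat germ agglutinin, and Rab15 (LOC543293), a dehydrin that responds to abscisic acid, were also under 4 in division, and stood at 7.10 ± 0.43 and 6.71 ± 0.48 (SD, n = 2) at 300 DD and 11.40 ± 0.64 and 11.54 ± 0.30 (SD, n = 2) at 500 DD, so that the size of these rises from background is not measured. The xylanase inhibitor XIP-I (LOC542997) was higher by 6.55 (standard error 0.88). PER1 (LOC543108), a peroxiredoxin of aleurone and embryo, and Serpin-Z2B (LOC543382), a protease inhibitor, were higher by 5.23 (standard error 0.53) and 5.34 (standard error 0.43), but by 2.23 and 3.24 without 100 DD replicate 1, where both were under 4, which leaves 200 and 250 DD as division. BMY1 (LOC543318), a beta-amylase, was lower, with a log2 difference of -5.73 (standard error 0.59). It was at 4.44 and 3.93 on the 500 DD arrays, near the minimum of 4, so the full size of this fall is not measured. The difference also includes the single 100 DD array, at 13.73. The histone H2A-9 (LOC732714), at 11.02 ± 0.25 (SD, n = 2) at 250 DD and 10.86 ± 0.33 (SD, n = 2) at 300 DD, was lower (-3.18, standard error 0.33). OEE1 (LOC543291), a subunit of the oxygen-evolving complex of photosystem II, was lower (-2.75, standard error 0.23). It was at 10.03 ± 0.32 (SD, n = 2) at 250 DD, 9.13 ± 0.55 (SD, n = 2) at 300 DD and 6.66 ± 0.34 (SD, n = 2) at 500 DD. In this contrast of stage means, 2763 of 24727 probe sets were higher in filling and 3781 were lower at an adjusted p under 0.05, while after Bonferroni adjustment more were higher (199) than lower (56). A fit of the same 9 arrays in only 2 groups, which leaves the differences between stages in the spread, called 43 higher and 22 lower, and with harvest as a fixed replicate block it called 19 in all. With all 10 arrays, as the comparison was designed, limma called 0 of 24982 probe sets, with 1835 at an unadjusted p under 0.05, the methods' test called 0 with a variance per gene by either adjustment and, with a variance common to all genes, 18 after Bonferroni and 109 after Benjamini-Hochberg adjustment. Leaving out 1 further array moved the count for filling against division, without 100 DD replicate 2, of 65 to 0 for either 200 DD array, 250 DD replicate 1, 300 DD replicate 2 and either 500 DD array, to 256 for 250 DD replicate 2, to 546 for 300 DD replicate 1 and to 19 for 100 DD replicate 1. The count of 6544 for stage means, filling minus division, without 100 DD replicate 2, moved to 3678 without 100 DD replicate 1, to 4205 without 300 DD replicate 2 and to 4349 without 500 DD replicate 1.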

The five developmental stages cover the cell division (100, 200, 250 DD) and filling (300, 500 DD) phases of grain development in wheat. RNA was extracted, pooled, and sequenced and sequence reads (934,928 in total) were clustered and checked for quality as described in the Materials and methods section in order to provide a qualitative and exhaustive view of the grain development gene network in bread wheat (Table S1 in Additional file 1). We obtained 37,695 sequence clusters (20.1 Mb of assembled sequences with an average coverage of approximately 25× per cluster) based on the assembly strategy protocol described in the Materials and methods section. Detailed information on the 37,695 sequence clusters (identity, sequence, and function) is available in Table S2 in Additional file 1 and consists of the most complete gene network repertoire of the grain development in wheat and probably in grasses more generally.

We aligned the 37,695 sequence clusters to the proteomes of the four monocot sequenced genomes, that is, rice, sorghum, *Brachypodium*, and maize (Figure 1b). Homologous gene pairs based on protein sequence conservation (BLASTx) of functional domains allowed us to establish that 17,881 (47%) wheat genes can be paired with a single homolog counterpart (based on sequence comparisons using 50% protein identity as a threshold criterion) in at least one of the considered sequenced genomes. The remaining 19,814 are putative wheat-specific unigenes (that is, not found in any of the four sequenced cereal genomes available to date) based on our BLAST alignment criteria, including 8,428 (43%) associated with wheat public EST-unigenes and 11,386 short reads (that is, an average of 430 bases for wheat-specific versus 650 bases for non-wheat-specific clusters) and/or low expressed/covered genes (that is, an average of 15× for wheat-specific versus 36× for non-wheat-specific clusers). We cannot finally exclude that such orphan clusters may correspond to sequenced poly-adenylated non nuclear sequences. As expected, the *Brachypodium *sequence genome appears to be the closest relative with the highest number of specific (not shared with any of the three other sequenced cereal genomes) protein-based homologs (1,165) identified in comparison with the wheat unigene set. A four genome-based synteny approach was used for all seven wheat chromosome groups by integrating wheat cytogenetic map information [22] and public chromosome-to-chromosome relationships [2,4] to produce the most parsimonious simulated gene order in wheat based on gene conservation observed among the four sequenced cereal genomes as detailed in Murat *et al. *[23]. Based on the known synteny relationship established between the seven wheat chromosome groups and the rice, sorghum, *Brachypodium *and maize genomes [23], we produced a partial wheat gene-based physical map where RNA-seq clusters were ordered within wheat chromosomes in respect to the position of their orthologous counterparts (following the ordering priority of rice >*Brachypodium *> sorghum > maize; Figure 1b; Table S3 in Additional file 1). A comparable approach has also been used recently in barley [24]. The gene content for chromosome 3B has recently been estimated to include 8,400 unigenes [25], of which 3,478 (41.4%) were available from the current analysis. We provide here the largest set of unigenes in wheat, covering almost half of the total genome-wide gene set based on the previous 3B chromosome comparison. Our wheat unigene set originated from a single tissue (grain), suggesting that only a few additional complementary ones (such as from root and leaf) would be sufficient to recover the vast majority of all genes in wheat. Therefore, we were able to place 17,881 wheat genes in a so-called computed or simulated order along chromosomes (Figure 1b) and have made the data available to users (Table S3 in Additional file 1) for further marker development or candidate gene identification. Figure 1c (bottom inset) illustrates the strategy used to infer computed gene order in wheat (chromosome group 1) based on the consensus gene order derived from the synteny observed between *Brachypodium *(chromosome 2), rice (chromosome 5), sorghum (chromosome 9) and maize (chromosomes 6 to 8) genomes. We therefore provide here for the first time the most complete qualitative set of unigene sequences expressed during the grain development in wheat associated with synteny-based physical locations on the seven chromosome groups.

Using the *Brachypodium *genome (5 chromosomes, 271 Mb, 25,504 gene models) as a reference to produce a heterologous wheat expression map, we could identify one-to-one robust orthologous gene pairs between wheat RNA-seq clusters and *Brachypodium *gene models using two nucleic acid alignment (BLASTn) parameters as described in Salse *et al. *[2,3] and the Materials and methods section. Briefly, with the BLASTn alignment based on default parameter (such as expect values), homologous gene relationships are obtained, although the analysis is polluted with background noise corresponding to high functional domain conservation, making it difficult to characterize which are the real significant single orthologous relationships between two considered genomes. The used parameters (CIP = 60% and CALP = 70%) return statistically significant single copy collinear relationships between two gene sets, and the remaining homologous gene relationships are then considered artifactual, that is, obtained at random [2]. Among the 37,695 RNA-seq clusters, 8,485 (23%, with an average size of 761 bases) wheat sequences could be aligned with 7,158 known orthologous genes in *Brachypodium *(Table S4 in Additional file 1) following this strategy. Map positions in wheat were simulated from syntenic relationships with *Brachypodium *as explained in the previous section. The remaining 29,210 RNA-seq clusters that could not be paired with *Brachypodium *gene models corresponded to short reads (average size of 468 bases) that were either considered as singletons or rejected based on our stringent sequence alignment criteria. These stringent alignment criteria were set to establish a robust repertoire of homoeologous/paralogous (wheat), orthologous (wheat/*Brachypodium*) genes in order to infer the consequence of evolutionary events (duplication, speciation) on gene structure and expression patterns, as discussed in the next sections. The objective of the current analysis was not to obtain the largest set of wheat homologous counterparts in *Brachypodium *for the 37,695 wheat sequence clusters (as described in the previous section and illustrated in Figure 1b) but rather precise and robust evolutionary relationships (conserved and duplicated genes) to investigate structural and functional redundancy.

In summary, we produced 37,695 wheat gene clusters (estimated to represent half of the total diploid wheat gene content based on the wheat chromosome 3B-based inference), of which 47% were associated with functional domain-based homologs of the sequenced genome proteomes (*Brachypodium*, rice, sorghum and maize) and 23% were strict orthologs with *Brachypodium*, considered as the sequenced reference genome for the Triticeae.

### Evolutionary fate of duplicated genes at the whole genome level

We produced a heterologous wheat expression map where 8,485 genes that were expressed during wheat grain filling were mapped strictly to the *Brachypodium *genome and positioned within the wheat genome based on the recently established *Brachypodium */wheat genomes colinearity [4] (Figure 2a). This heterologous wheat expression map (Table S4 in Additional file 1) has been used to study and discuss the evolutionary fate of paralogous, homoeologous and orthologous gene copies. Figure 2a depicts the five *Brachypodium *chromosomes as the inner circle (labeled 'Bd') and illustrates the seven paleoduplications (in black) shared with other cereals in the center [2,3]. The second circle (labeled 'Ta') illustrates the orthologous relationships identified between *Brachypodium *and wheat using a seven color code [4], illuminating the Triticeae chromosome group origins. Black dots around the wheat circle illustrate the 454 RNA-seq reads from wheat (labeled '454_Ta'_).

**Figure 2:**
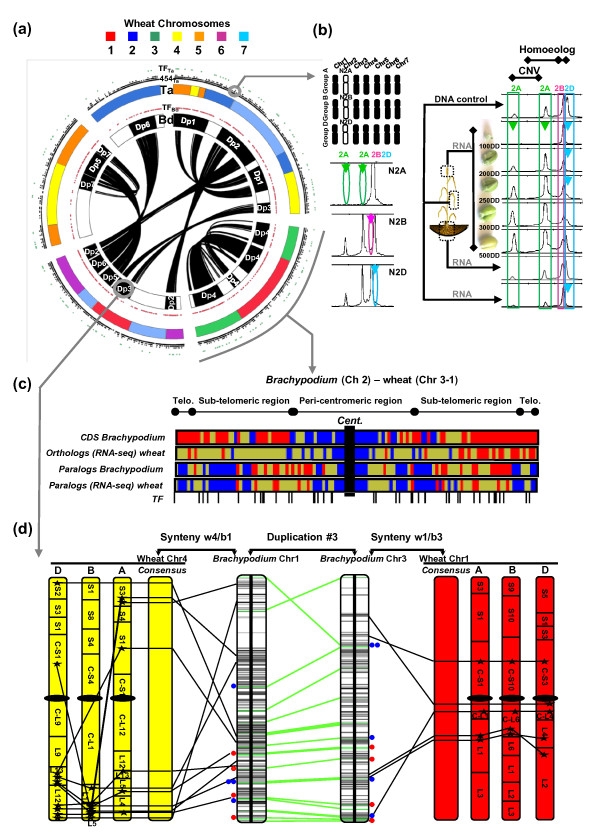
**Heterologous genome-wide wheat expression map**. **(a) **The five *Brachypodium *chromosomes are illustrated in the inner circle (labeled Bd) and the seven paleoduplications (in black) shared within cereals are displayed in the center (Dp1 to Dp7). The second circle (labeled Ta) illustrates the orthologous relationships identified between *Brachypodium *and wheat using a seven color code. Dots around the two circles illustrate the *Brachypodium *transcription factors (red; labeled TF_Ta_), the 454 RNA-seq reads from bread wheat (black; labeled 454_Ta_) and associated TFs (green; labeled TF_Bb_). **(b) **CNVs and homoeologous gene localization in bread wheat is illustrated with a single COS marker (CT753726) that has been located on chromosome 2A (CNV of 2), 2B and 2D using the adapted cytogenetic material illustrated in the top. The arrows illustrate the observed amplification loss observed for the illustrated cytogenetic material (N2A, N2B, N2D respectively for the absence of the 2A, 2B, 2D chromosomes). The COS marker (CT753726) expression (SSCP amplification) profiles observed in the five RNA samples from wheat grain development, as well as in leaves (RNA and DNA amplifications) and roots (RNA) considered as negative control. Colored arrows highlight the loss of expression of the considered CNV or homoeologous copies. **(c) **Wheat (chromsomes 1 to 3) and *Brachypodium *(chromosome 2) heat maps for *Brachydopium *coding sequence (CDS; blue < 40, yellow approximately 41 to 50, red > 51 genes/500 kb), wheat RNA-seq ortholog (blue < 9, yellow approximately 10 to 19, red > 20 genes/500 kb), *Brachypodium *paralog (blue = 0, yellow approximately 1 to 5, red > 6 genes/500 kb), wheat RNA-seq paralog (blue = 0, yellow approximately 1 to 3, red > 4 genes/500 kb) distributions. The 44 RNA-seq TFs are illustrated with their corresponding orthologous positions on the *Brachypodium *chromosome as black vertical bars. **(d) **Paralogous chromosomal regions are shown in the center, involving *Brachypodium *chromosome 1 (2.1 Mb, 252 genes) and 3 (2.9 Mb, 181 genes), and annotated genes are shown with horizontal bars. Orthologous wheat chromosomes are shown at the right (consensus group 1 and homoeologous chromosomes in red) and left (consensus group 4 and homoeologous chromosomes in yellow). Orthologous genes identified between wheat and *Brachypodium *are linked with black lines. Paralogous genes identified between *Brachypodium *chromosomes are linked with green lines. Expression data from wheat RNA-seq cluster alignment against the considered *Brachypodium *chromosome sequences are shown with colored dots. Blue dots illustrate paralogous gene pairs for which only one copy is associated with wheat RNA-seq clusters while red dots illustrate paralogous pairs for which both duplicates are associated with wheat RNA-seq clusters.

Our data clearly show that 6,024, 941, and 193 gene models matched with 1, 2, and 3 homoeologous gene copies in wheat, respectively (Figure 2a, 454Ta circles). Overall, only 193 of 7,158 orthologous gene pairs identified between *Brachypodium *and wheat matched the three expected homoeologous counterparts in wheat. Therefore, we can suggest that 2.7% of the homoeologous copies derived from two rounds of polyploidization that took place less that 1.5 to 3 MYA [20,21] have been structurally and functionally conserved in wheat. We cannot exclude that the expression of some homoeologs may be too low to be detected by RNA-seq given the coverage used in the current analysis, but we have clearly established that, for 6,024 genes with detectable expression signals, the three homoeologs do not have perfectly redundant expression profiles in the considered grain experiment. This clearly suggests that, for a large majority of the homoeologs in wheat, at least one copy has been lost (deleted or pseudogenized) or neo- and/or subfunctionalized within 1.5 to 3 million years of evolution. Moreover, Figure 2a illustrates that the genes expressed during the grain development were randomly distributed on the *Brachypodium *genome. Because of the average RNA-seq cluster length, however, we cannot distinguish homoeologous copies that have SNPs (1 per approximately 500 base-pairs in wheat) outside of the aligned sequences, leading to an overestimated percentage of homoeologous gene rearrangement events through homoeologous gene assemblage in the same cluster. We can still hypothesize that such homoeologs that do not harbor homoeoSNPs within the sequenced regions have been clustered together, leading to increased sequence coverage of the considered clusters. Consequently, we can extrapolate the homoeologous representation within a sequence assembly cluster based on the sequence coverage. The assumption is that for a sequence fraction of a gene that does not harbor homoeoSNPs, the three homologs are then clustered within the same assembly, leading to an increase in the sequence coverage of such a region. Monitoring putative merged homoeologs in the same clusters based on the sequence coverage of the initial 37,695 RNA-seq unigenes, we were then able to identify 1,009 clusters covered with more than 140 reads (that is, putatively merged homoeologs) compared to 7,158 single copy homologs reported previously and associated with an average coverage of 38 to 42 reads. We confirm at the whole gene repertoire level (37,695 non-redundant sequence clusters), following a sequence coverage-based approach for detecting homoeologous copies, what we observed initially using a synteny-based approach (2.7% of wheat homoeologs are associated with a *Brachypodium *orthologous gene), that 2.7% (1,009) of the homoeologous copies derived from two rounds of polyploidization that took place less than 1.5 to 3 MYA have been structurally and functionally conserved.

We designed an experiment using a subset of wheat genes to confirm the *in silico *structural and functional inference of homoeologous gene copies based on an *in omic *complementary approach. It is possible that missing data (non-sequenced low expression genes) have led to an overestimation of the structural and expression differences between homoeoalleles. If we select a subset of 100 genes, we should observe, based on the *in silico *conclusions detailed in the previous sections, that a vast majority of the homoeologs do not share the same expression pattern during grain development. To do so, from a set of 100 wheat genes randomly distributed among the 7 chromosome groups, we were able to design 91 primer pairs for further *in omic *structural (that is, evidence of homoeolog deletion) and functional (that is, evidence of homoeolog neo- and subfunctionnalization) inference of homoeologous gene copies in bread wheat. The Single Strand Conformational Polymorphism (SSCP) detection allows identification of homoeologous amplicons in a polyploidy background through the exploitation, on a capillary sequencer, of secondary DNA structure under non-denaturing conditions. The SSCP approach on a capillary sequencer [26] offers two advantages, the ability to detect SNP and size polymorphisms and to identify homoeologous or even paralogous amplifications. Using the wheat cytogenetic material available for the structural detection of putative homoeologs based on the SSCP technique, we observed that 43 (54%) out of 79 successfully assigned genes exhibited loss of at least one homoeologous copy beyond technical detection. Regarding expression patterns, 33 genes (36%) out of 91 showed a loss of expression when considering grain development, whereas 45 (49%) showed a loss of expression at the whole tissue level when comparing the expression in grain, the leaf, and the root (Figure 2b; Table S5 in Additional file 1). Consequently, 49% of the wheat homoeologous gene copies have been neo- and/or subfunctionalized when considering the grain developmental kinetic. Finally, only 27 (34%) genes out of 79 homoeoalleles detected on the three chromosome groups clearly show a conserved expression pattern in grain. The remaining 66% have either been structurally lost and/or neo- and/or subfunctionalized in their expression profiles. Figure 2b (left) illustrates the chromosomal localization of a single COS (conserved orthologous set [26]) gene (wheat CT753726 with rice ortholog LOC-OS04g33150) assigned to chromosome group 2 (homoeologous copies A, B and D as well as a single CNV for the A homoeolog). The same COS gene used to amplify, through the SSCP approach, the five RNA samples clearly shows that either the homoeologs (A, B and D copies) or CNVs do not present a perfect redundancy in their expression patterns. Figure 2b (right) illustrates how homoeoalleles and CNV expression signals were alternatively lost during grain development (colored arrows). Therefore, if 66% of homoeologs in wheat were either structurally lost (54%) or have diverged in their expression patterns (36% within tissues and 49% between tissues), earlier *in silico *assessments of homoeologous gene shuffling (that is, only 2.4% of homoeoalleles show conserved expression profiles) deduced from the alignment-based construction of homoeologous RNA-seq clusters was indeed overestimated (by about 20 to 30%), probably because of an average sequence read length of 761 bases as well as the possibility of missing low expressed genes, limits associated with this sequencing strategy.

Figure 1a illustrates a non-random distribution of wheat/*Brachypodium *orthologous genes at the whole genome level. As an example, Figure 2c shows *Brachypodium *chromosome 2, where the first heat map (coding sequence ('CDS') track) illustrates the distribution of annotated CDS with a clear enrichment of CDS in sub-telomeric regions (that is, 107.2 genes/Mb) and a reduced density in peri-centromeric regions (that is, 65.3 genes/Mb) due to transposable element (TE) invasion [27]. The second heat map illustrates the density of *Brachypodium *genes associated with a wheat ortholog ('Orthologs' track) based on the data set of 8,485 RNA-seq clusters (Table S6 in Additional file 1). The gene conservation is higher in peri-centromeric regions (31.1% of conserved genes) compared to telomeric (23.8% of conserved genes) or sub-telomeric (28.1% of conserved genes) regions. Finally, the paralogs (either *Brachypodium *or wheat gene 'paralogs' tracks) are not randomly and homogeneously distributed among chromosomes, that is, 47.4% versus 79.2% of duplicated genes in telomeric versus sub-telomeric regions, respectively. The 862 duplicated genes in *Brachypodium*, which arose from the seven ancestral duplications shared by the Poaceae, are depicted in the center of Figure 2a (from 1 to 7). Therefore, 166 *Brachypodium *paralogous pairs (19.3%) matched with their duplicated counterpart in wheat. The remaining 696 paralogous pairs (80.7%) matched with no or only one wheat sequence derived from the RNA-seq repertoire. This result is consistent with previous results [10] showing that 87.4% of the paleoduplicated genes in rice have been lost within a 50 to 70 million years of evolution. Figure 2d provides a detailed view of the ancestral duplication referenced as 'Dp3' shared between *Brachypodium *chromosomes 1 to 3 and wheat chromosomes 1 to 4. Duplicated genes are connected with a green line at the center of Figure 2d and wheat RNA-seq clusters that are orthologs of *Brachypodium *duplicated genes are illustrated with blue dots (wheat homoeologous genes identified for only one of the *Brachypodium *duplicates) or red dots (wheat homoeologous genes identified for both of the *Brachypodium *duplicates). At a micro-scale level for one (Dp3) of the seven ancestral duplications, among 20 paralogous gene pairs (green lines), 4 (20%) matched wheat homoeologous gene copies expressed during grain development (Figure 2d, red dots). This result further refines the conclusion that at either the whole genome level (19.3% of duplicates with concerted expression in the grain) or the micro-scale level (20% of duplicates with concerted expression in the grain), most of the paleoduplicated genes have been either lost or neo- and/or subfunctionalized so that the expression patterns at the tissue level are no longer redundant.

In summary, despite limitations of the RNA-seq approach in detecting low expressed genes and differentiating homoeoalleles, we have clearly shown at the whole genome level, using a heterologous wheat expression map, that almost 70% of recent duplicates (from homoeologous copy evolutionary analysis) have diverged during 1.5 to 3 million years of evolution (54% of homoeologous copies structurally lost and 36 to 49% of homoeologous copies with different expression profiles), and that more than 80% of ancient duplicates (from paralogous evolutionary analysis) have diverged during 50 to 70 million years of evolution.

### Evolutionary fate of duplicated genes at the gene family level

Out of the 7,158 *Brachypodium *genes corresponding to 1, 2, or 3 wheat homoeologous gene copies derived from the grain RNA-seq data described previously, 5,967 (corresponding to 7,112 wheat sequences) follow a canonical Gene Ontology (GO) classification. Among the 38 GO categories (from 'molecular function' classification) described at the whole genome level in *Brachypodium*, the distribution of three classes were shown to be statistically (based on chi-square test using 1% as a threshold) biased between grain development data (that is, from wheat RNA-seq) and what is observed at the whole-genome level (that is, annotated genes in *Brachypodium*): protein binding, transcription factor activity, and electron carrier activity (Table S7 in Additional file 1). The three previous GO classes are then good candidates to study the evolutionary fate of duplicated genes at the gene family level.

We recently performed a transcriptome analysis of rice grain filling based on an oligonucleotide array, where among the 60,727 genes spotted on the array, 29,191 were expressed during grain development [10]. In particular, we conducted a detailed analysis of 32 transcription factors (TFs) that were expressed during rice grain development. Across 100 to 600 gene physical intervals covering the entire rice genome, no co-regulation was observed between the selected TFs and the flanking genes [10]. In order to test this hypothesis, we conducted a specific analysis of TF gene families in wheat. Among the 666 TFs identified in the *Brachypodium *genome annotation (Figure 2a, TF_Bb _red dots), 161 wheat homoeologs were extracted from the RNA-seq clusters (Figure 2A, TF_Ta _green dots). Of these 666 *Brachypodium *TFs, 140 (21%) matched with a wheat ortholog that was expressed during grain development. Figure 2c shows a classical heat map representation of *Brachypodium *chromosome 2, including the distribution of 44 TFs (Table S8 in Additional file 1) from the wheat RNA-seq clusters that matched an orthologous counterpart of *Brachypodium *chromosome 2 (highlighted with black bars). As can be observed, whereas the distribution of genes among *Brachypodium *chromosomes is concentrated in the subtelomeric regions (see the previous section), the TFs are conserved in orthologous positions along the entire chromosome (that is, 0.5 TF/Mb in telomeric regions versus 0.6 TF/Mb in centromeric regions). These data complement and refine earlier conclusions about wheat diploidization-resistant genes, that is, genes that are preferentially conserved among cereal after WGD are TFs or TF-related gene functions [3,28], leading to a random distribution of this gene family in modern genomes.

In summary, we have established that, at the gene family level and using the TF family as a reference, that the GO 'transcription factor activity' class could be considered a diploidization-resistant gene function as it might have provided a selective advantage during evolution and adaptation and then retained as functional after WGD. Our data support preferential structural conservation of duplicated genes involved in signal transduction and more precisely transcription, which are putatively involved in response to rapidly changing biotic and abiotic extrinsic factors compared with genes encoding products involved in relatively more stable processes.

### Evolutionary fate of duplicated genes at the gene network level

In order to compare the wheat grain filling gene network with the previously published rice transcriptome analysis [10] described in the previous section, we conducted a similar analysis using the wheat Affymetrix array (based on the design and methods described in Wan *et al. *[29]). To avoid any bias due to different expression analysis methods - that is, RNA-seq versus Array technologies - we used the same RNA samples from the five wheat grain stages for hybridization of the wheat Affymetrix array (based on two independent biological replicates), see Materials and methods. 

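The array data comprise 10 arrays of grain (endosperm and embryo), 1 per sample, with 1 array from the 2006 harvest (replicate 1) and 1 from the 2004 harvest (replicate 2) at each stage, a tie read from the degree days of the labels, since the paper numbers no replicates. In the paper, the 2006 grains were taken at 125, 186, 231, 292 and 489 DD and the 2004 grains at 109, 204, 247, 295 and 501 DD. The sample labels give 130, 185, 230, 290 and 490 DD and 100, 200, 250, 300 and 500 DD for them. The authors read the arrays into Bioconductor and normalized them with GCRMA, and the deposited table holds log2 values for 61179 probe sets and 111 Affymetrix controls. From there, probe sets with a value of at least 4 on at least 2 arrays were fitted with limma, which left 24982 for all 10 arrays. Over these probe sets the first principal component held 52.9% of the variance and ordered the arrays by stage, from 100 DD replicate 1 to the 500 DD arrays, except for the array labelled 100 DD replicate 2, which lay beyond the 500 DD arrays. The replicates correlated at r = 0.952 for 200 DD, 0.935 for 250 DD, 0.938 for 300 DD and 0.960 for 500 DD, a correlation across probe sets, which are not independent replicates. The array labelled 100 DD replicate 2 had the embryo gene Em (LOC543480) at 13.99, where 100 DD replicate 1 had 2.16 and the 500 DD arrays 14.22 and 14.14. Its value for BMY1 (LOC543318) was 4.21, against 13.73 on 100 DD replicate 1 and 4.44 and 3.93 on the 500 DD arrays. Each comparison was therefore run with all 10 arrays, as designed before the data were examined, and again without this array, which was chosen after seeing the data. Poly(A) spike-in controls averaged 4.74 on 200 DD replicate 1 and 5.51 on 300 DD replicate 1, and between 8.01 and 10.75 on the other arrays. The annotation table pairs 1273 probe sets with 1 gene symbol each, 0 with several and 59906 with none, so few genes can be named. With 2 arrays per stage, the number of arrays limits the precision.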

Among the 6,760 rice/wheat transcripts identified between the rice (60,726 oligonucleotide probes) and wheat (61,115 oligonucleotide probes) arrays, 2,600 (38.4%) showed concerted (that is, Presence versus Absence Variation, referenced as PAVs) expression signals during grain development (Table S9 in Additional file 1). 

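Between 100 DD and 200 DD, transcripts of gliadins, an amylase inhibitor and a purothionin rose on the array, and between 300 DD and 500 DD those of the late embryogenesis genes Em (LOC543480) and EM (LOC543497), without the array labelled 100 DD replicate 2. The gliadin gene gli-2 (LOC543210) was at background on the single 100 DD array, at 2.20, and at 14.68 ± 0.34 (SD, n = 2) at 200 DD (adjusted p = 5.2e-06 from limma), and the gamma-gliadin GAG56D (LOC543214) at 2.53 and 14.11 ± 0.40 (SD, n = 2), so the size of these rises is not measured. A further probe set of GAG56D (LOC543214) did not pass over the stages (adjusted p = 0.184 from limma). In this step the amylase inhibitor WMAI-1 (LOC542981) rose by 9.39 (standard error 0.25) and the purothionin THI1.1 by 8.06 (standard error 0.23). The late embryogenesis gene EM (LOC543497) was at 3.62 ± 0.55 (SD, n = 2) at 300 DD and 14.63 ± 0.13 (SD, n = 2) at 500 DD (adjusted p = 1.6e-05 from limma), a rise from background. Among lists fixed before the data were examined, 10 of 10 late embryogenesis and dehydration probe sets passed the limma test over the 5 stages (10 when adjusted over the list alone), 12 of 14 gluten probe sets (12), 6 of 6 amylase and protease inhibitors (6) and 8 of 9 histones (8). Of 7 photosynthesis probe sets 5 passed (6 adjusted over the list alone), of 10 of defence and oxidative stress 8 (8) and of 13 of cytoskeleton and cell wall 3 (3). The late embryogenesis, gluten, inhibitor and histone probe sets stand for 5, 7, 5 and 3 genes, the histones being H2A-2, H2A-3 and H2A-9. Those of photosynthesis, defence and cytoskeleton stand for 3, 6 and 8 genes. The counts that passed leave out the array labelled 100 DD replicate 2. With all 10 arrays, as designed, 0 probe sets of each of these lists passed over the stages. Adjusted over the list alone, 7 of late embryogenesis and 1 of photosynthesis passed. From 300 to 500 DD the histones H2A-9 (LOC732714) and wcH2B-8 (LOC543184) fell by 3.95 (standard error 0.48) and 3.23 (standard error 0.47), and the thioredoxin Trx-M (LOC542973) fell by 3.33 (standard error 0.59). Without 500 DD replicate 2 the call for wcH2B-8 (LOC543184) ended (adjusted p = 0.0586 from limma), and that for Trx-M (LOC542973) ended without 300 DD replicate 1 (adjusted p = 0.0797) or 300 DD replicate 2 (adjusted p = 0.0753). As a group tested for filling against division with camera, late embryogenesis probe sets shifted up (adjusted p = 3.0e-07), as did inhibitors (adjusted p = 6.5e-04) and gluten probe sets (adjusted p = 0.00243), and histones (adjusted p = 2.1e-04) and photosynthesis probe sets (adjusted p = 2.1e-04) shifted down. With an estimated correlation none of these calls held, with an adjusted p = 0.294 for late embryogenesis, inhibitors, histones and photosynthesis and an adjusted p = 0.499 for gluten. Fry asks another question, whether a list changed at all rather than more than other probe sets, and histones, photosynthesis and late embryogenesis passed it (adjusted p = 0.0438 each). Probe sets of defence and oxidative stress (adjusted p = 0.123) and of cytoskeleton and cell wall (adjusted p = 0.127) did not pass by camera, although defence and oxidative stress, without 100 DD replicate 2, passed without the 250 DD arrays (adjusted p = 0.0211) and cytoskeleton and cell wall, without 100 DD replicate 2, without a filter (adjusted p = 0.00376). The filter kept 7 of 31 photosynthesis probe sets, and without a filter their call by camera ended. With all 10 arrays, as designed, camera with its preset correlation gave an adjusted p = 1.6e-05 for late embryogenesis, 6.3e-04 for inhibitors, gluten and photosynthesis probe sets, 0.00412 for histones and 0.0328 for defence and oxidative stress, and none passed with an estimated correlation, the lowest adjusted p being 0.340. The shift of gluten storage proteins, without 100 DD replicate 2, rests on the single 100 DD array, without which its adjusted p = 0.107 from camera. This call also ended without a filter, with 1 probe set per gene and without probe sets that can match several transcripts. Over the 5 stages 6610 of 24727 probe sets passed the limma test without the array labelled 100 DD replicate 2, and 107 of 24982 with all 10 arrays, or 193 with harvest as a random replicate block. Without either 100 DD array 3569 of 24222 passed a test over the other 4 stages. The count for the time course, without 100 DD replicate 2, of 6610 moved to 3549 without 500 DD replicate 2 and to 3558 without 500 DD replicate 1, and that of 107 for the time course with all 10 arrays to 3696 without 100 DD replicate 1, which leaves the array labelled 100 DD replicate 2 alone at its stage, and to between 0 and 16 without any array of another stage. At 500 DD against 100 DD, 3063 probe sets were higher and 4342 lower without the array labelled 100 DD replicate 2, but for 500 DD against 100 DD, without 100 DD replicate 2, 244 were higher and 57 lower after Bonferroni adjustment, and limma called 0 with all 10 arrays, with 733 at an unadjusted p under 0.05. The 733 at an unadjusted p under 0.05 are a smaller share of the probe sets tested than chance gives at that threshold. The paper sets wheat signals beside those of its rice array and counts the transcripts whose presence or absence during grain development is shared, from which it states how much of the expression is concerted.

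**Figure D1:**
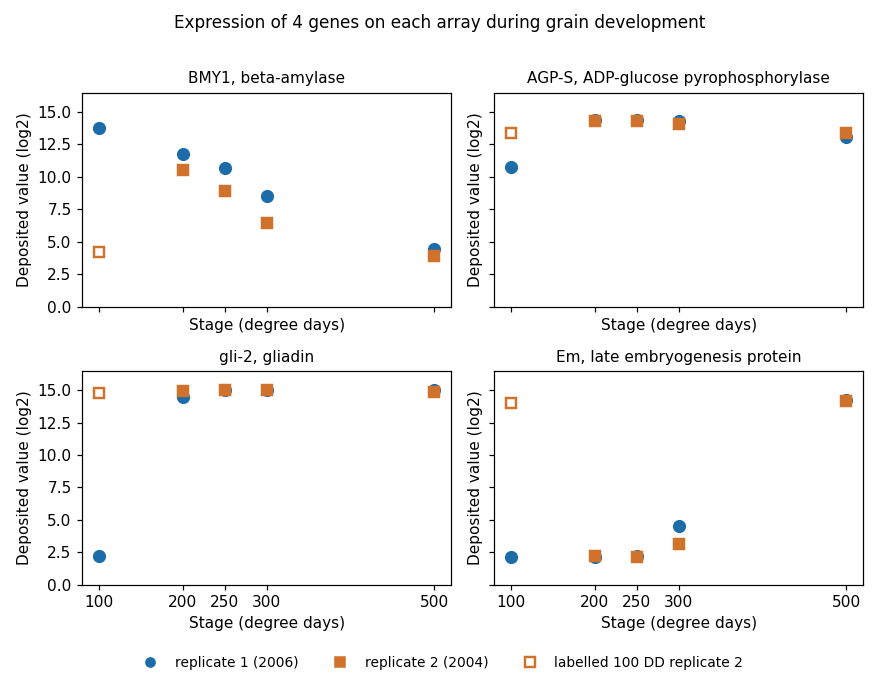
Deposited log2 values of 4 genes on each of the 10 arrays against the stage in degree days, with circles for the 2006 harvest, squares for the 2004 harvest and an open square for the array labelled 100 DD replicate 2. For Em (LOC543480) the open square lies at 13.99, beside the 500 DD arrays at 14.22 and 14.14.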

When considering not only rice/wheat orthologs but also paralogs that might have conserved the original or ancestral gene function and expression in rice and wheat, the percentage of concerted expression between both species would increase to 43.5% (that is, 2,944 genes).

Among the plant metabolic networks, the starch synthesis pathway is well known because starch is considered a major key regulator of grain development. In this network, 170 enzyme-coding genes can be represented with nodes and substrate-product metabolite flux by directional edges [30]. Figure 3 illustrates the comparative gene network observed between rice (gene profiles from microarray data [10]) and wheat (expression data from the current oligo-array and RNA-seq data) for the starch biosynthesis pathway described in Zhu *et al. *[31] (Table S10 in Additional file 1). 

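Among genes of the starch pathway that the annotation names, those of synthesis were lower on the single 100 DD array than from 200 DD on, while a beta-amylase declined through the series. AGP-S (LOC543299), the small subunit of ADP-glucose pyrophosphorylase, which makes the sugar donor of starch, was at 10.78 on 100 DD replicate 1, 14.33 ± 0.06 (SD, n = 2) at 200 DD and 13.23 ± 0.19 (SD, n = 2) at 500 DD. It rose by 3.55 from 100 to 200 DD (standard error 0.26, adjusted p = 6.2e-04 from limma) and fell by 0.96 from 300 to 500 DD (standard error 0.21, adjusted p = 0.0328 from limma), a call that ended when any array of 200 to 500 DD was left out (adjusted p = 0.0521 to 0.167 from limma). GBSS (LOC543395), the granule-bound synthase of amylose, rose by 2.25 from 100 to 200 DD (standard error 0.38, adjusted p = 0.0158 from limma) to 12.02 ± 0.61 (SD, n = 2). BMY1 (LOC543318) was at 11.15 ± 0.88 (SD, n = 2) at 200 DD, 9.81 ± 1.27 (SD, n = 2) at 250 DD, 7.49 ± 1.45 (SD, n = 2) at 300 DD and 4.19 ± 0.36 (SD, n = 2) at 500 DD, and passed the limma test over the stages (adjusted p = 0.00417). The amylase inhibitor ATI (LOC543286) rose by 9.59 from 100 to 200 DD (standard error 0.23), and the chloroplast fructose bisphosphatase FBP was lower at 500 DD than at 100 DD, with a log2 difference of -2.43 (standard error 0.36, adjusted p = 0.00343 from limma), while its other tested probe set did not pass (log2 difference 0.025, adjusted p = 0.973 from limma). The phosphofructokinase probe set stayed between 2.44 and 2.66 on all arrays and was not tested, and the control for the 3' end of sucrose synthase lay between 10.67 and 12.09. The sucrose synthase controls for the middle and the 5' end varied more, from 9.24 to 11.84 and from 4.53 to 8.95. Both were lowest on 100 DD replicate 1. These tests leave out the array labelled 100 DD replicate 2, and with all 10 arrays none of AGP-S (LOC543299), GBSS (LOC543395), BMY1 (LOC543318) and ATI (LOC543286) passed over the stages (adjusted p = 0.421, 0.603, 0.612 and 0.683 from limma).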

Among the 170 genes involved in this network, 24 (14%) were identified as differentially expressed in rice and wheat based on the microarray experiments. However, based on the wheat RNA-seq data, 84 (49%) of the 170 enzyme-coding genes could be matched with 1 (57 genes), 2 (21 genes) or even 3 (6 genes) homoeologous copies. We also could show that among the 84 genes for which we have identified RNA-seq clusters as proof of expression in grain development, only 6 (7%) matched their three homoeologous counterparts. This micro-scale analysis, focused on a unique and specific well-known gene network, also agreed with the whole-genome level analysis that revealed that, for a large majority of the homoeologs in wheat, at least one copy had been lost or neo- and/or subfunctionalized during 1.5 to 3 million years of evolution.

**Figure 3:**
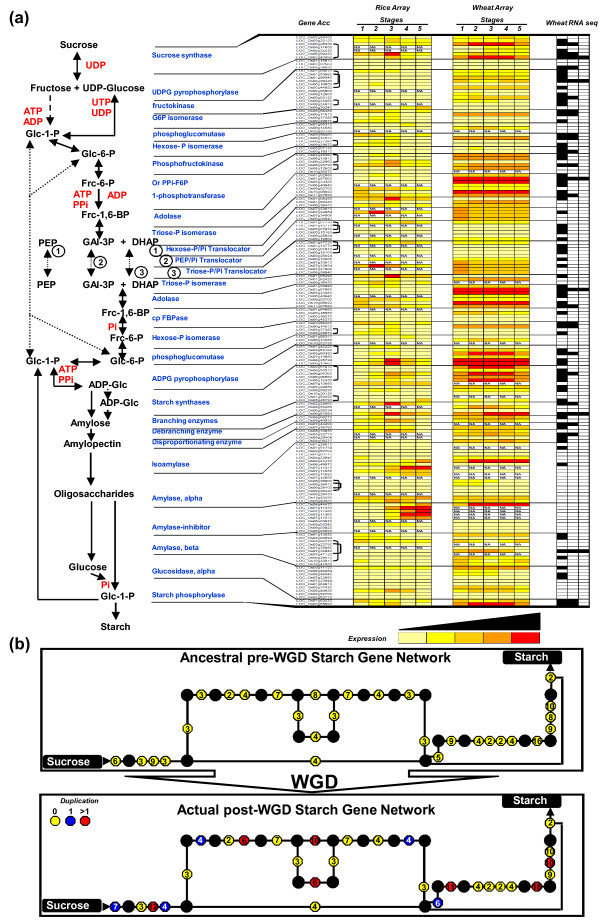
**Comparative evolution of the starch gene network between rice and wheat**. **(a) **Twenty-nine enzyme-encoding genes involved in the starch biosynthesis network are listed at the left and 170 genes (named according to their accession numbers) are shown. Expression data from oligo-array experiments performed in rice and wheat are displayed using a classical colored scale in which yellow illustrates the absence of expression and red the observed highest level of expression (6.5 for rice, 14.5 for wheat as normalized intensity). At the right are illustrated orthologous RNA-seq clusters from one up to three homoeologous copies (black scares). **(b) **The starch gene network is schematically represented with black dots representing synthesized substrate and the number of gene-encoding enzymes is shown in circles. The pre-WGD (top) and post-WGD (bottom) networks illustrate the impact of paleoduplication where no impact (yellow), gain of an additional enzyme-encoding gene (blue) and more than one additional enzyme-encoding gene (red) are shown.

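Within the lists of starch synthesis and starch breakdown fixed before the data were examined, the highest stage mean belonged to AGP-S (LOC543299), at 14.33 ± 0.06 (SD, n = 2) at 200 DD. Its highest single array was 14.37, on 200 DD replicate 1, and the highest value of any probe set on the arrays was 15.77. GBSS (LOC543395) was highest at 300 DD, at 12.81 ± 0.13 (SD, n = 2), and BMY1 (LOC543318) on 100 DD replicate 1. The amylase inhibitor ATI (LOC543286), outside these lists, was higher, at 14.97 ± 0.03 (SD, n = 2) at 300 DD. These lists hold only 3 tested genes, and levels of different probe sets also depend on their probes.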

Figure 3b illustrates the impact of the paleoduplication in grasses on the starch network. Based on the identification of 20 duplicated genes (black brackets in Figure 3a, 'Gene Acc' column) within the 170 enzyme-coding genes, we can suggest that 12% of the actual modern post-WGD network has been enriched by the ancestral shared tetraploidization event. We can then model the ancestral pre-WGD network consisting of 150 non-redundant starch enzyme-coding genes (Figure 3b). The observation that the post-WGD network is more abundant and enriched in TFs is also consistent with previously reported biases in gene functions after WGDs in plants [32,33] as well as in fungi and mammals [7,34]. Previous results for cereal genomes [2-4,28] and for eudicots [32] clearly showed that retained duplicated gene families correspond to transcriptional regulators that were preferentially conserved after WGD events. However, our analysis, based on a single gene network, did not confirm earlier reported conclusions in *Arabidopsis *that bottleneck enzymes in metabolic networks, which tend to connect different modules, are preferentially retained as functional duplicates after WGD [35]. In our case, of the seven genes preferentially retained as duplicated (highlighted in red in the post-publication network representation), none correspond to enzyme-node encoding genes.

In summary, we suggest that, at the gene network level and using the starch biosynthesis pathway as a reference, 14% of the rice-wheat orthologous copies have the same expression pattern (compared to up to 44% at the whole-genome level), 7% of the wheat homoeologous triplicates share the same expression pattern (consistent with what is observed at the whole-genome level), and WGDs have enriched the starch gene network by up to 12% in gene content.

### Evolutionary consequences of duplicates on genome colinearity

Structural rearrangement and gene loss between duplicated regions results in the reduction of orthologous relationships between cereal genomes. Duplicated gene loss in maize (Figure 1b, bottom inset) accounts for the major source of erosion of colinearity between maize and the other grass genomes. Gene colinearity observed between maize chromosome 8 (or 6) is reduced compared to the microsynteny observed between *Brachypodium*, rice, and sorghum at the same loci due to the recent WGD that occurred specifically during maize genome evolution. Only seven chromosome 8 (purple) and eight chromosome 6 (purple) genes are conserved between maize and the other three cereal genomes compared to the 26 orthologous relationships (grey, blue, green in Figure 1b) identified when comparing the rice, sorghum, and *Brachypodium *genomes.

Despite the diploidization process following WGD associated with the loss of homoeolog and/or paralog sister gene copies being the major source of genome colinearity erosion, CNV is also an important phenomenon that can contribute to the observed reduced synteny between grass genomes, as illustrated in the Figure 1b where a single-copy COS gene identified in rice, *Brachypodium*, maize and sorghum corresponds to a putative CNV in bread wheat chromosome 2A. Such species-specific CNVs will not be associated with any orthologous counterpart in the other genomes, thus reducing the percentage of conserved and orthologous genes in grasses. Figure 4 illustrates the difference between the loss of synteny and the increased number of tandem duplications, which were referred to as CNVs. At the right-hand side of the figure, bread wheat chromosome 3B is shown with 8 deletion bins, for which the number of available ESTs (blue bars) as well as the number of orthologous genes (red bars) with *Brachypodium *chromosome 2 is illustrated. The orthologous blocks observed between wheat chromosome 3B and *Brachypodium *chromosome 2 are illustrated in different colors in the center of the figure. Finally, at the left-hand side of the figure, *Brachypodium *chromosome 2 is split into orthologous blocks of bread wheat chromosome 3B. The number of RNA-seq clusters of *Brachypodium *genes is depicted as circles (black for homoeologous copies and red for CNVs). A clear correlation between the loss of colinearity and increase of CNV can be observed. The three 3B bin intervals displaying the highest loss of colinearity (3BS8, 3BL2, 3BL7; indicated by red stars) are associated with orthologous regions of *Brachypodium *chromosome 2 comprising CNVs (linked with dotted black lines). Considering *Brachypodium *chromosome 2 as an example of a reference and model chromosomal structure, CNVs in wheat were preferentially located within subtelomeric regions of modern chromosomes or paleo-inserted chromosomes (that is, the ancestral fusion event between W3 in green and W1 in red). We suggest here that the loss of colinearity observed locally between *Brachypodium *and wheat is mainly due to tandem gene duplications putatively favored by recent polyploidization events in bread wheat.

**Figure 4:**
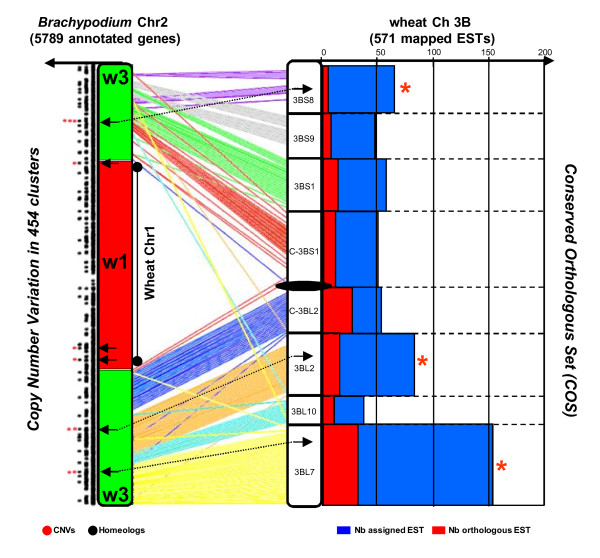
**Correlation between CNV and synteny erosion between *Brachypodium *and wheat**. At the right is illustrated the wheat chromosome 3B subdivided into eight deletion bins surrounding the centromere. The number of available mapped ESTs per bin is illustrated with blue bars whereas the number of conserved orthologous sets (COS) is shown with red bars. The three deletion bins associated with the lowest percentage of COS regarding the number of available mapped ESTs are indicated by red stars. At the left is illustrated the *Brachypodium *chromosome 2 subdivided into orthologous chromosomal relationships with wheat chromosomes 1 (in red) and 3 (in green). The wheat RNA-seq clusters are shown according to their orthologous positions on *Brachypodium *chromosome 2 as homoeologs (black dots) or additional CNVs (red dots). At the center are shown the *Brachypodium*/wheat orthologous genes linked with colored lines according to their position within the wheat deletion bins.

In summary, we have shown that, at the whole genome as well as the chromosome level, segmental duplications and gene duplications in tandem (CNVs) comprise the main basis of colinearity loss between cereal genomes.

## Discussion

### Structural divergence between duplicated genes in plants

Our estimate of the frequency of chromosomal rearrangements (that is, duplicated gene loss) between homoeoalleles in wheat - 54% within less than 1.5 to 3 million years of evolution - needs to be viewed in the context of published studies. Qi *et al. *[22], based on a restriction fragment length polymorphism (RFLP) genotyping approach, mapped 7,104 EST unigenes onto 16,099 loci within the 21 bread wheat chromosomes. Because 39% of the ESTs mapped to the three homoeologous groups, those studies might have suggested that up to 61% of the homoeologs might have lost at least one of the homoeoalleles even despite technological limits due to the RFLP mapping resolution. Overall, we suggest here that, based on our and published data, 54 to 61% (depending on the genetic mapping or chromosome assignation procedures) of the wheat homoeoalleles have been entirely deleted or pseudogenized within less than 3 million years of evolution.

Re-analysis of the paleoduplication within the rice genome, consisting of ten major duplications as part of a WGD event 50 to 70 MYA, has shown that 87.4% of the duplicated genes have lost their orthologous counterparts [10]. Diverged polyploids, such as maize, are likely to have evolved from ancient polyploids by a process of pseudogene formation followed by sequence loss. In a study of the fate of duplicated genes in the maize genome, Lai *et al. *[36] and Messing *et al. *[12] have suggested that, within 5 million years of evolution, about 50% of duplicated genes have been lost through deletion. Nonetheless, gene duplication in maize, *per se*, via (auto)polyploidization may be associated with detectable increases in expression level, as demonstrated by Guo *et al. *[37]. Blanc *et al. *[9] reported similar findings from the *Arabidopsis *genome, where also only 20% of paralogs were retained within duplicated segments. More precisely, the authors stated that 28% and 13.5% of duplicated genes are retained in recent (date back to the *Arabidopsis*/Brassicacae divergence, 24 to 40 MYA) and old (date back to the monocot/dicot divergence, approximately 150 to 200 MYA) duplication blocks, respectively. Considering the recent data obtained in dicots (*Arabidopsis*) and monocots (rice, wheat, maize), our results provide additional support that most of the genetic redundancy originating from polyploidy is erased by a massive loss of duplicated genes by pseudogenization in one of the duplicated segments soon after the polyploidization event.

The structural loss of duplicated genes between paralogous segments as well as gene duplication in tandem (CNVs) accounted for a large part of the erosion of colinearity between cereal genomes. It became clear that using synteny-based approaches to establish a virtual gene order in non-sequenced genomes might mimic up to 77% of the gene order and content [4]. The remaining consists of lineage-specific duplicates loss and CNVs that will not be known until the genome is fully sequenced [4]. However, we can estimate that a large majority of the gene content can be modeled based on synteny, especially to support the development of gene-based markers such as COS [26].

### Expression divergence between duplicated genes in plants

As for chromosomal rearrangements, we also need to place our estimate of the frequency of change in expression patterns between homoeoalleles in wheat - 36 to 49% (depending on the considered tissues) within less than 1.5 to 3 million years of evolution - in the context of published studies. Using a similar cDNA-SSCP approach to that reported in this study, Bottley *et al. *[38] demonstrated that for 27% (in leaf) and 26% (in roots) of the considered genes, one homoeologous copy was not detectable within the cDNA samples. Our estimate of functional partitioning between homoeoalleles includes not only a presence/absence variation at the tissue level (49%) but also takes into account the difference in the expression profiles based on a developmental kinetic within a specific organ (36% in wheat grain). Using a cDNA-amplified fragment length polymorphism (AFLP) assay, Kashkush *et al. *[39] estimated that about 5% of the genes are silenced in a newly synthesized allohexaploid, a figure comparable with the study of He *et al. *[40] using a similar approach. This level is substantially lower than our estimates, but not surprising given the time gene silencing could continue over many generations. It certainly confirms that the diploidization process immediately follows the polyploidization event. Exploiting large collections of EST data, Mochida *et al. *[41,42] concluded that silencing affected 11 out of 90 sets of homoeoalleles (12%). Overall, based on our and published data, we suggest that 12 to 49% (depending on the tissues and approaches considered) of the wheat homoeoalleles have been neo- and/or subfunctionalized within less than 3 million years of evolution.

A similar difference between synthetic and ancient hybrids has been demonstrated in cotton, where Adams *et al. *[43,44] used a cDNA-AFLP assay to show that about 5% of all genes are silenced in a newly synthesized allotetraploid, but that about 25% of genes were affected in natural tetraploid cotton (within 1 to 2 million years of divergence). However, in newly synthesized *A. thaliana *× *A. arenosa *hybrids described by Comai *et al. *[45], only 0.4% of genes are silenced as a direct result of polyploidization, a figure substantially lower than that described in wheat and cotton. On the other hand, a survey on gene expression variation of *A. thaliana *and *A. arenosa*, which split from a common ancestor approximately 1.5 MYA, showed a higher number of approximately 2.5% of gene expression differences. The reason(s) for these disparities remain unclear, but might be a consequence of lower levels of homoeology between the two contributing genomes, and therefore the induction of a lower level of interference in their independent expression. Still, gene silencing certainly appears to be a common phenomenon in established polyploids, and the frequency of silencing seems to increase over time. Using detailed analysis of expression divergence between rice paleoduplicates, Throude *et al. *[10] have shown that 88%, 89%, and 96% diverged in their expression pattern in grain, leaf and root within 50 to 70 million years of evolution, respectively. Blanc *et al. *[9] showed that 57% (for young duplications) to 73% (for old duplications) of paralogs have diverged in expression based on a computational analysis involving 62 Affymetrix microarray experiments in *Arabidopsis*. However, Blanc *et al. *[9] cautioned that the 73% of gene pairs that have diverged in expression in the context of old duplications is an underestimate as cross-hybridization occurred at a high rate in this type of array-based experiment. Finally, expression of maize duplicates has been investigated through EST and cDNA mapping (EST-overgos by Gardiner *et al. *[46] and cDNA-RFLP by Helentjaris *et al. *[47]), suggesting that 20% and 29%, respectively, of the considered probes identified two distinct contigs or loci. These data suggest that 71 to 80% of the maize paralogs have diverged in their expression profiles from both EST and cDNA-based mapping experiments. However, gene silencing of duplicated copies rather than deletion is probably more a gene-dosage effect than just a strict diploidization response. Paralogous copies of prolamin genes (a medium size multigene family) in maize also showed that less than 50% of the duplicated copies remained intact [48]. Interestingly, at the same level, differential gene amplification (such as CNVs) also resulted in subfunctionalization of additional gene copies by divergent transcriptional regulation, mimicking the same events that happen in the same period of evolution between homoeologs [49].

### Temporal modeling of structural and expression gene shuffling after duplications in plants

We established clearly in this study that around 70% of homoeoalleles in the hexaploid wheat genomes have been lost (54 to 61%) or have diverged in gene expression (12 to 49%) since 1.5 to 3 MYA. These data confirm and complement the conclusion of Mochida *et al. *[41,42] that, considering 79 genes with scored expression in 10 tissues, 15 (19%) were expressed equally for the three homoeologs whereas the remaining 64 (81%) showed preferential homoeologous gene expression in at least one of the considered tissues. Based on the collective data from wheat detailed in the current article and from other plant species available in the literature, we tried to model the structural and functional consequences of gene set amplification after genome doubling for the last 100 million years of evolution. Figure 5a illustrates plant phylogeny, where speciation events are dated in MYA and known WGDs are marked with red dots. Based on our and other studies from the literature referenced in Table S11 in Additional file 1, we propose that structural rearrangements (from pseudogenization up to deletion) have been suggested to affect 54 to 61% of wheat homoeoalleles (Figure 5b, data point 1), 71 to 80% of maize neoparalogs (Figure 5b, data point 2), 72% of *Arabidopsis *neoparalogs (Figure 5b, data point 3), 87% of rice paleoparalogs (Figure 5b, data point 4), and 86% of *Arabidopsis *paleoparalogs (Figure 5b, data point 5) after 1.5 to 3, 5, 24 to 40, 70 to 100, and 150 to 200 million years of evolution, respectively. Regarding the impact of polyploidy on functional differentiation between duplicated gene copies, our and published data have suggested that 12 to 49% of wheat homoeoalleles (Figure 5b, data point 6), 50% of maize neoparalogs (Figure 5b, data point 7), 57% of *Arabidopsis *neoparalogs (Figure 5b, data point 8), 88% of rice paleoparalogs (Figure 5b, data point 9), and 73% of *Arabidopsis *paleoparalogs (Figure 5b, data point 10) do not exhibit any concerted and redundant expression after 1.5 to 3, 5, 24 to 40, 70 to 100, and 150 to 200 million years of evolution, respectively.

**Figure 5:**
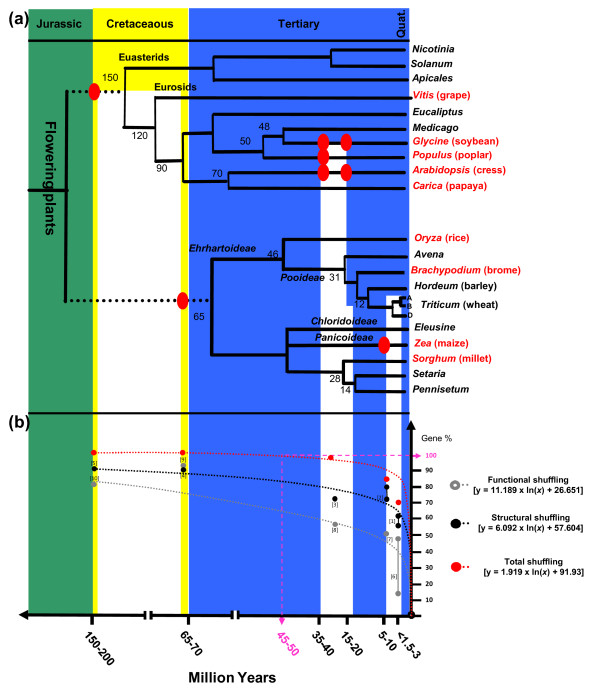
**Temporal model of structural and functional gene shuffling in plants**. **(a) **Schematic representation of the phylogenetic relationships between angiosperm species. Divergence times from a common ancestor are indicated on the branches of the phylogenetic tree (in million years). Sequenced genomes are indicated in red. WGD events are illustrated with red circles on the tree branches. **(b) **The percentage of total and structural (gene loss) or functional (neo-subfunctionalization) gene shuffling discussed in the article (referred to as data point 'X' in the text) and observed during the last 100 million years of evolution are plotted as dotted red, black and grey logarithmic curves.

Given the prevalence of gene and genome duplication in the paleohistory of plant, species and lineage development in angiosperms might differ from organisms where genome duplication was rare and where extensive expression divergence following duplication would have a profound impact on the pattern of developmental and regulatory networks. Our data support the idea that after 50 to 70 million years of evolution since grass genomes experienced a shared paleotetraploidization event, the vast majority of the homoeologous genes have been lost within a sister block and that the expression profiles of the remaining gene copies have largely diverged (Figure 5b). Changes in gene expression may have occurred immediately after polyploidy or might need a few generations to reach a new expression status. This trend towards silencing (or gene loss via pseudogenization) or expression shift (via neo- or subfunctionalization) of a particular locus soon after a polyploid event could be advantageous for adaptation and the establishment of a successful polyploid genome compared to its diploid founder progenitor. Figure 5b shows the evolution of gene function (grey dotted curve) and structure (black dotted curve). It follows that loss of duplicated genes due to mutation and deletion appeared to be a rapid and exponential process arising immediately after polyploidy because there is sufficient time for point mutations to accumulate. Moreover, expression modification and silencing of duplicated genes appear to take longer and are probably epigenetically induced (that is, the putative causal factor). Strikingly, based on the deduced total duplicated gene shuffling inference (dotted curves in Figure 5b) within approximately 10 million years of evolution after a polyploidization event, approximately 50% of the homoeologs have either been lost or sub- or neofunctionalized in plants. The superimposition on these immediate or short-term (putatively mutation-based changes) and longer-term (putatively epigenetic-based changes) responses to genome doubling might explain the observed structural and functional partitioning among gene pairs originating from a duplication event. We can hypothesize that the diploidization that takes place immediately after a WGD is completed for 100% of the duplicated genes after 45 to 50 million years of evolution, the evolutionary timescale necessary to observe that none of the sister duplicated gene copies exhibit any structural or expressional or functional redundancy (pink dotted lines in Figure 5b).

Gene dosage relations, which play a huge role in genome reorganization, are unbalanced after a WGD due to function redundancy between duplicated copies. Structural and functional shuffling occurs relatively soon (within less than a few million years of evolution) after polyploidy in plants that are still cytogenetically polyploidy (such as in the case of bread wheat in the current study), but is still active several million years latter, during or after cytological diploidization (such as in the case of rice, *Arabidopsis *and maize in the current study). We may hypothesize that epigenetic differences between duplicates or even sub-genomes deriving from WGD might have contributed to a gene or genome dominance through the rapid differentiation of expression toward gene dosage balance recovery soon after polyploidy. Wang *et al. *[50] observed silencing of polyploidy-derived duplicates due to hypermethylation in *Arabidopsis *polyploids. Epigenetic mechanisms as well as interaction networks might be the origin of an extremely rapid divergence of expression between duplicated genes soon after polyploidization. It has even been reported that polyploidization-derived modulation of expression between gene pairs was due to epigenetic mechanisms (*sensu lato*) in higher plants (reviewed in [45,51]). Based on our data set and derived conclusions, the bread wheat genome could be considered as a pertinent model for studying the molecular basis of the interaction between homoeologous gene pairs, especially the epigenetic basis of such observed modification in expression between duplicates in response to polyploidizations. The spectrum of phenomena discussed here illustrates the immediate impact of polyploidy on genome structure and its profound implication for evolution. For example, some of the observed genomic changes are known to affect phenotypes in ways that are highly visible to natural selection. A case in point concerns genomics rearrangements that affect the flowering-time locus/network in synthetic *Brassica *polyploids. These polyploidy-induced structural and functional rearrangements may impact traits as relevant as flowering-time divergence in modern plant species.

## Conclusions

Even if our estimates of divergence of expression between gene pairs might represent an underestimation of the true values in wheat because the data set is (i) centered on a grain developmental kinetic and then only a sampling of possible environmental conditions or tissues where the duplicated genes may be expressed, and (ii) based on RNA-seq, which may bias low expressed gene and homoeoallele identification, one cannot escape the theme that a large majority of the polyploidy-derived duplicated genes in plants have acquired divergent expression patterns and with them probably functions. Overall, duplication-mediated structural and functional gene shuffling promote a powerful acceleration of evolution in plants.

## Materials and methods

### Plant material and RNA extraction

#### Plant material

Two hundred seeds of hexaploid wheat, *Triticum aestivum *(cv. *Récital*), were sown with 4/5 Neuhaus compost and 1/5 Pouzzolane. After 8 weeks of vernalization, plants were transferred to a greenhouse with normalized temperature (approximately 18.5°C), light and hygrometry conditions (60%). The main stem heads were tagged at anthesis and grain samples (endosperm and embryo) were collected at 100, 200, 250, 300 and 500 DD after pollination. Two biological replications of samples were done in 2004 and 2006. 

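On the arrays, the replicates of a stage are taken to come from the 2006 and the 2004 harvest. Single genes had different values in them at some stages, although no probe set passed the test in its main setting. BMY1 (LOC543318) was at 10.71 in 2006 and 8.91 in 2004 at 250 DD, and at 8.52 and 6.47 at 300 DD. XIP-I (LOC542997) was at 4.83 in 2006 and 9.14 in 2004 at 200 DD. By the paper's degree days the 2004 grains were taken later at these stages. They were taken at 204 DD against 186 DD, 247 DD against 231 DD and 295 DD against 292 DD. BMY1 (LOC543318) fell and XIP-I (LOC542997) rose along the stages, so the direction of these differences does not tell the harvest from the sampling time. At 300 DD the degree days of the paper differ by only 3, and those of the labels by 10, yet BMY1 (LOC543318) differed there too. Each value rests on 1 array, and the sampling time was not tested for single genes. With the stages as covariates, limma called 0 of 24982 probe sets between the harvests with all 10 arrays, with 3286 at an unadjusted p under 0.05, and 0 without the array labelled 100 DD replicate 2, with 4526. For harvest 2006 against 2004, without 100 DD replicate 2, a trend and robust prior called 245 probe sets and a filter of at least 6 on 2 arrays 217, and leaving out either 200 DD array gave 156. For phase by harvest, the interaction of filling or division with the harvest, limma made 0 calls, with 611 probe sets at an unadjusted p under 0.05, but 421 without a filter, 403 higher and 18 lower, and 12 without 250 DD replicate 1, all with the array labelled 100 DD replicate 2. For phase by harvest, without 100 DD replicate 2, limma called 0, with 551 at an unadjusted p under 0.05, and 5 without a filter. Both 611 and 551 are smaller shares of the probe sets tested than chance gives at that threshold.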

Leaves were sampled at different growing stages and pooled, and roots were sampled on 12-day-old seedlings grown in sand.

#### RNA extraction

Grain wheat (100, 200, 250, 300, 500 DD), root and leaf samples (approximately 1 g of tissue) were ground in liquid nitrogen and extracted with 4.5 ml of buffer (10 mM Tris-HCl, pH7.4, 1 mM EDTA, 0.1 M NaCI, 1% SDS) and 3 ml of phenol-chloroform-isoamyl alcohol mixture 25:24:1. The supernatant was extracted one more time with the same phenol solution in order to eliminate proteins and starch residues. The nucleic acids were precipitated by addition of 0.1 vol of 3M AcNA pH5.2 and 2 vol of 100% ethanol. After precipitation, RNA was rinsed once with 70% ethanol and the pellets dissolved in RNase-free water. Purification was made with a DNAse treatment RNase-Free DNase Set (Qiagen, [52]) and then an RNeasy MinElute Cleanup Kit (Qiagen). The integrity of RNA was checked with an Agilent 2100 Bioanalyser microfluidics-based platform using a RNA 6000 Nano Chip kit and reagents (Agilent Technologies, [53]).

### 454 sequencing and cluster assembly

#### Normalized cDNA library construction

mRNA was purified from 5 μg total RNA by exonuclease digestion followed by LiCl precipitation (mRNA-Only Eucaryotic mRNA Isolation Kit, Epicenter, [54]). mRNA (1 μg) was used for first-strand cDNA synthesis. cDNA synthesis and amplification were done according to the Mint-Universal cDNA Synthesis Kit user manual (Evrogen, [55]). Amplified cDNA (800 ng) was used as starting material in the normalization reaction using the Trimmer Kit (Evrogen), and normalized material was re-amplified for 18 cycles. Normalized cDNA (2 μg) was digested with 10 units SfiI for 2 hours at 48°C. Fragments larger than 800 bp were isolated from a LMP Agarose Gel and purified using the MinElute Gel Extraction Kit (Qiagen). Purified cDNA fragments (200 ng) were ligated to 100 ng using SfiI and dephosphorylated usin pDNR-lib Vector (Clontech, [56]) in 10 μl using a Fast Ligation Kit (NEB, [57]). Ligations were desalted by ethanol precipitation, and re-dissolved in 10 μl water. Three-fold 1.5-μl desalted ligation was used to transform NEB10b competent cells (NEB), and 96 clones were randomly selected for sequencing to verify successful normalization. Roughly a million clones were plated on LB-Cm plates, scraped off the plates and stored as glycerol stocks at -70°C. One half of the cells were used to inoculate a 300-ml Terrific Broth/Cm culture, which was grown for 5 hours at 30°C. Plasmid DNA was prepared using standard methods (Qiagen). Purified plasmid DNA (200 μg) was digested with 100 units SfiI for 2 hours at 48°C. cDNA inserts were gel-purified (LMP-Agarose/MinElute Gel Extraction Kit) and ligated to high-molecular-weight DNA using a proprietary SfiI linker.

#### Roche 454 FLX library preparation and sequencing of the cDNA concatenates

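On the arrays of the 5 grain stages, 23000 of 61179 probe sets, or 37.6%, had a value of at least 4 on both arrays of at least 1 stage. Of these, 17627 were expressed at every stage, among them AGP-S (LOC543299) and the purothionin THI1.1. BMY1 (LOC543318) passed at 200, 250 and 300 DD, and at 100 DD, where the array labelled 100 DD replicate 2 was at 4.21 and the other at 13.73, while at 500 DD it was at 4.44 and 3.93. Em (LOC543480) was at 2.17 and 2.16 at 250 DD and passed only at 500 DD. Per stage the counts were 19675 at 100 DD, 20954 at 200 DD, 20589 at 250 DD, 20539 at 300 DD and 20506 at 500 DD, where 100 DD includes the array labelled 100 DD replicate 2. A minimum of 3 gave 30713, a minimum of 6 gave 15238, and leaving out probe sets that can match several transcripts gave 14610.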

The five grain samples (100, 200, 250, 300, 500 DD) were equally mixed for sequencing library construction and sequencing with an approximately 30× gene coverage (based on 1 million reads per run and approximately 30,000 expressed genes obtained from the Affymetrix experiment on the same samples discussed in the Results section). Library generation for the 454 FLX sequencing was carried out according to the manufacturer's standard protocols (Roche, [58]). In short, the concatenated inserts were sheared randomly by nebulization to fragments ranging in size from 400 to 900 bp. These fragments were end-polished and the 454 A and B adaptors that are required for the emulsion PCR and sequencing were added to the ends of the fragments by ligation. The resulting fragment library was sequenced on 1 picotiterplate (PTP) on the GS FLX using Roche/454 Titanium chemistry.

#### Assembly of the sequence reads to transcripts

Prior to assembly the sequence reads were screened for the SfiI linker used for concatenation, the linker sequences were clipped out of the reads and the clipped reads assembled to individual transcripts using the Roche/454 Newbler software (454 Life Sciences Corporation, software release 2.0.01.14) at the following parameter settings: seed step = 12; seed length = 16, minimum overlap length = 40, minimum overlap identity = 90%, alignment identity score = 2, alignment different score = -3. As a consequence, sequence reads were obtained using 454 (Roche) experimental procedures and materials, then sequence clusters were constructed using Newbler Assembler software (release 2.0.01.14) based on a sequence overlap threshold of 40 bases and an identity percentage of a least 90% within overlaps. Sequence clusters were aligned against reference databases for vectors [59], bacterial genomes [60], and mitochondria and chloroplast [61] as well as ribosomal [62] sequences. The 454 sequence data are publicly available at the National Center for Biotechnology Information [63] under accession numbers [JP206682] to [JP238633].

### Affymetrix array hybridization and analysis

#### Hybridization

The Affymetrix [64] wheat GeneChip^® ^oligonucleotide array, which have probes for 55,052 transcripts, was hybridized according to the following procedure. Total RNA (2 μg) from the five grain samples harvested in 2004 (109, 204, 247, 295, 501 DD) and 2006 (125, 186, 231, 292, 489 DD) were used to synthesize biotin-labeled cRNAs with the one-cycle cDNA synthesis kit (Affymetrix). SuperScript II reverse transcriptase and T7-oligo(dT) primers were used to synthesize single-stranded cDNA at 42°C for 1 hour, followed by synthesis of double-stranded cDNA using DNA ligase, DNA polymeraseI, and RNaseH for 2 h at 16°C. After cleaning of the double-stranded cDNA with the Sample Cleanup Module (Affymetrix), *in vitro *transcription was performed in the presence of biotin-labeled UTP using the GeneChip^® ^IVT labeling kit (Affymetrix). The labeled cDNA was purified with the Sample Cleanup Module (Affymetrix) and quantified with RiboGreen RNA quantification reagent (Turner Biosystems, [65]). Fragmentation of 15 μg of labeled cDNA was carried out for 35 minutes at 94°C, followed by hybridization for 16 hours at 45°C to Affymetrix wheat GeneChip^® ^oligonucleotide arrays. After hybridization, the arrays were washed with two different buffers (stringent: 6 SSPE, 0.01% Tween 20; and non-stringent: 100 mm MES, 0.1 M Na^+^, 0.01% Tween 20) and stained with a complex solution including Streptavidin R-Phycoerythrin conjugate (Molecular Probes, [66]) and anti-streptavidin biotinylated antibody (Vector Laboratories, [67]). The washing and staining steps were performed in a GeneChip^® ^Fluidics Station 450 (Affymetrix). The Affymetrix wheat GeneChip^® ^oligonucleotide arrays were finally scanned with the GeneChip^® ^Scanner 3000 7G piloted by GeneChip^® ^Operating software. All these steps were performed on an Affymetrix platform at INRA-URGV in Evry (France).

#### Statistical data analysis

The raw CEL files were imported in the Bioconductor software package in R for data analysis [68]. The data were normalized with the gcrma algorithm [69] available in the Bioconductor package. To determine differentially expressed genes, we performed a standard two-group *t*-test that assumes equal variance between groups. 

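The methods' t-test was approximated with a variance common to all probe sets and a p from a normal distribution. The paper gives no cut for extreme variance, and probe sets beyond a chi-square tail of 1e-04 on either side were left out here. This version called 905 probe sets for 500 DD minus 300 DD after the paper's Bonferroni adjustment, 411 higher at 500 DD and 494 lower. It called 45 for 200 DD minus 100 DD, 25 for 250 DD minus 200 DD and 69 for 300 DD minus 250 DD. After Benjamini-Hochberg adjustment these counts were 2437, 136, 55 and 200. With a variance for each probe set, the step from 300 to 500 DD had 1 call by either adjustment. The steps from 100 to 200 DD and from 250 to 300 DD had 0, where limma called 67 and 3. At an unadjusted p under 0.05, 1283 and 1300 passed in these steps, about the share that chance gives at that threshold. In the methods' test the array labelled 100 DD replicate 2 enters only the step from 100 to 200 DD, but in limma it enters the variance of every step, and without it limma called 2461 from 100 to 200 DD and 26 from 250 to 300 DD.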

The variance of the gene expression per group is a homoscedastic variance, where genes displaying extremes of variance (too small or too large) were excluded. The raw *P*-values were adjusted by the Bonferroni method, which controls the familywise error rate [70]. 

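Most of the genes named here passed the test in the step from 100 to 200 DD or in that from 300 to 500 DD on the arrays, without the array labelled 100 DD replicate 2. This follows in part from the rule, which named genes by their changes in the steps and between filling and division. From 100 to 200 DD, the largest falls among named genes were in 6-FEH (LOC780575), a fructan exohydrolase, which fell by 3.15 (standard error 0.48), and in the ribosomal protein gene CL9 (LOC543077) and PEAMT1 (LOC543067), a methyltransferase of choline synthesis, which fell by 2.69 (standard error 0.34) and 2.62 (standard error 0.59). The call for PEAMT1 (LOC543067) ended without any 1 array of 200, 250 or 300 DD (adjusted p = 0.0556 to 0.152 from limma). From 250 to 300 DD, Rab15 (LOC543293, adjusted p = 0.0216 from limma) and WGA2 (LOC543494, adjusted p = 0.0460) rose from background. From 300 to 500 DD, Rab15 (LOC543293) rose by 4.83 (standard error 0.29). At an adjusted p under 0.05 from limma, 1243 probe sets rose and 1218 fell from 100 to 200 DD, 23 rose and 3 fell from 250 to 300 DD, and 1553 rose and 1487 fell from 300 to 500 DD. From 200 to 250 DD limma called 0, with 1228 at an unadjusted p under 0.05, while a trend and robust prior called 2, and leaving out 200 DD replicate 2 gave 26. The 1228 at an unadjusted p under 0.05 are about the share that chance gives at that threshold. The balance of rises and falls depends on the threshold and the filter. After Bonferroni adjustment 139 rose and 1 fell for 200 DD minus 100 DD, without 100 DD replicate 2, 5 rose and 0 fell for 300 DD minus 250 DD, without 100 DD replicate 2, and 88 rose and 27 fell for 500 DD minus 300 DD, without 100 DD replicate 2. Without a filter 1129 rose and 2395 fell for 200 DD minus 100 DD, without 100 DD replicate 2. With all 10 arrays limma called 67 from 100 to 200 DD, 3 from 250 to 300 DD and 45 from 300 to 500 DD at an adjusted p under 0.05, the last with 13 rises and 32 falls. With harvest as a fixed replicate block the call from 250 to 300 DD ended, with 0 left, and 21 were left from 300 to 500 DD, and with a random block there were 127 from 100 to 200 DD and 92 from 300 to 500 DD. With the array labelled 100 DD replicate 2 as the only one of its stage, that is without 100 DD replicate 1, and without a block the counts were 3616 for 200 DD minus 100 DD, 26 for 300 DD minus 250 DD and 3082 for 500 DD minus 300 DD, and without any array of another stage at most 14, 0 and 14. Leaving out 1 further array of the 9 moved the counts from 300 to 500 DD to 1099 for 500 DD replicate 2, 1122 for 500 DD replicate 1, 1135 for 300 DD replicate 1 and 1438 for 300 DD replicate 2, that for 200 DD minus 100 DD, without 100 DD replicate 2, to 1068 for 200 DD replicate 2, and that from 250 to 300 DD to 0 for any array of 250, 300 or 500 DD and 7 for either array of 200 DD.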

A gene is declared as differentially expressed if the Bonferroni P-value is < 0.05. The raw data are available through the CATdb database (reference AFFY_seed_kinetic_Wheat) [71] and from the Gene Expression Omnibus [72] at the National Center for Biotechnology Information (NCBI), accession number GSE 16457.

### cDNA-SSCP primer design and profile analysis

#### Primer design

Affymetrix wheat GeneChip^® ^sequences were download from the Affymetrix online database [73] and used to design primers pairs. Wheat sequence exons structures were identified through rice/*Brachypodium*/sorghum/maize and wheat sequence alignments and provided to the Primer 3 package to select primer only on one exon using default parameters.

#### cDNA-SSCP protocol

The absence of contaminating genomic DNA in RNA samples was tested directly by PCR. cDNA was synthesized using Transcriptor First Strand cDNA Synthesis Kit (Roche) and diluted 50 times. PCR products were generated and analyzed with the SSCP protocol according to Quraishi *et al. *[26]. Briefly, cDNA-PCR fragments were produced in two steps. In a total volume of 15 μl, genomic DNA (30 ng) was first amplified with the following PCR mix: 10 mM Tris-HCL, 3.1 mM MgCl_2_, 50 mM KCl, 0.001% gelatine pH 8.3, 5% glycerol, 400 μM dNTP, 0.4 μM forward and reverse primers, 0.2 U Taq polymerase (Qiagen). This PCR product was diluted (1/10) and re-amplified with the same PCR mix, including 0.2 μM of each labeled primer (6-FAM and NED, Applied Biosystems [74]) in a final volume of 15 μl. The PCR product (2 μl) was then diluted (1/10) and pooled with 0.2 μl of 900 bp MegaBace ET900-R Size Standard (GE Healthcare, [75]), 0.2 μl of 0.3 N NaOH and 9 μl HI-Di Formamide (Applied Biosystems). Fragments were separated by capillary electrophoresis on an ABI3100 (Applied Biosystems) in 50 minutes with a 36 cm capillary. The running polymer consisted of 1× running buffer, 5% Genscan Polymer (Applied Biosystems), 10% glycerol. Samples were denatured for 2 minutes at 95°C and then 10 minutes in ice. The sample buffer consisted of 1× running buffer and 10% glycerol. After denaturation, the samples were injected at 2.5 kV over 50 seconds and separated at 18, 25, and 35°C and 15 kV. Data were analyzed using GeneMapper 3.7 software.

### Identification of homeologs, orthologs and paralogs in wheat genomes

The methodology used to reassess the synteny between wheat/rice/*Brachypodium*/sorghum/maize genomes as well as the identification of intra-chromosomal duplications in wheat is described in detail in Salse *et al. *[2,76], Bolot *et al. *[77], and Abrouk *et al. *[4]. Wheat (5,003 mapped unigene set), rice (41,046 genes), *Brachypodium *(25,504 genes), sorghum (34,008 genes) and maize (32,540 genes) genomes were aligned to identify orthologs and co-linear regions [2,3]. Three parameters were used to increase the stringency and significance of BLAST sequence alignment by parsing BLASTn results and rebuilding high scoring pairs (HSPs) or pairwise sequence alignments. The first parameter, aligned length (AL), corresponds to the sum of all HSP lengths. The second, cumulative identity percentage (CIP) corresponds to the cumulative percent of sequence identity obtained for all the HSPs (CIP = ∑ nb ID by HSP/AL) × 100). The third parameter is the cumulative alignment length percentage (CALP). It represents the sum of the HSP lengths (AL) for all the HSPs divided by the length of the query sequence (CALP = AL/Query length). The CIP and CALP parameters allow the identification of the best alignment, that is, the highest cumulative percentage of identity in the longest cumulative length, taking into account all HSPs obtained for any pairwise alignment. These parameters were applied to all the BLAST alignments that were performed in the present study. Based on the genome-wide synteny analysis, gene relationships between species are then referenced as COS (for conserved gene pairs), CNV (for tandem duplicated genes), PAV (for non-conserved genes).

## Abbreviations

AFLP: amplified fragment length polymorphism; bp: base pair; CALP: cumulative alignment length percentage; CNV: copy number variation; CDS: coding sequence; CIP: cumulative identity percentage; COS: conserved orthologous set; DD: degree day; EST: expressed sequence tag; GO: Gene Ontology; HSPs: high scoring pairs; MYA: million years ago; RFLP: restriction fragment length polymorphism; RNA-seq: RNA sequencing; SNP: single nucleotide polymorphism; SSCP: Single Strand Conformational Polymorphism; TF: transcription factor; WGD: whole genome duplication.

## Authors' contributions

Caroline Pont designed the experiment, performed the analysis and participated in manuscript preparation. Florent Murat performed the bioinfomatic analysis and participated in manuscript preparation. Carole Confolent performed the molecular biology experiments. Sandrine Balzergue performed the transcriptome (Affymetrix) analysis. Jérôme Salse designed the research program, managed the research group and wrote the article.

## Supplementary Material

Additional file 1 **Supplemenraty tables**. To support the use of the provided RNA-seq data, we provide eleven supplementary tables. Table S1: RNA-sequence quality and coverage features. Table S2: information on the 37,695 wheat sequence clusters. Table S3: the 17,881 homologs between wheat and *Brachypodium*/rice/sorghum/maize genomes. Table S4: the heterologous bread wheat expression map. Table S5: the SSCP analysis. Table S6: *Brachypodium *heat maps. Table S7: GO classification. Table S8: transcription factor data. Table S9: wheat Affymetrix experiment data. Table S10: the starch pathway analysis. Table S11: the structural/functional shuffling model. The provided supplementary tables provide access to the raw data (gene name, sequence, position, function, expression and statistical data) of the results detailed in the article. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

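Gene expression was measured in wheat grain (endosperm and embryo) at 100, 200, 250, 300 and 500 degree days after pollination, with 2 Affymetrix wheat arrays per stage, replicate 1 from the 2006 harvest and replicate 2 from the 2004 harvest. The authors normalized the arrays with GCRMA, whose version is not given in the sources used here, and deposited 1 table of log2 values. All 10 columns were used, and 0 columns were left out. Affymetrix controls were left out of the tests, and probe sets with a log2 value of at least 4 on at least 2 arrays entered, 24982 with all 10 arrays and 24727 without the array labelled 100 DD replicate 2. Fits used limma 3.58.1 in R 4.3.3 with statmod 1.5.0, with a mean per stage, or 2 groups for filling (4 arrays) against division (6 arrays), and Benjamini-Hochberg adjusted p under 0.05 as the threshold. Gene lists of at least 5 tested probe sets were tested with camera and its preset correlation of 0.01, and with an estimated correlation as an alternative and with fry, which tests whether a list changed at all. Of the 15 lists, those of globulins and oleosins, protein folding, the cell cycle and transcription factors held 0 named probe sets, and starch synthesis, starch breakdown, lipid transfer and ribosomal proteins were described only, with 1 of 2 lipid transfer and 1 of 3 ribosomal probe sets passing over the stages without the array labelled 100 DD replicate 2. The designs, lists, alternatives and the rule for named genes were written before the data were examined. The rule took the 12 higher and 12 lower named genes with the largest difference between filling and division that differ in the same direction in each harvest, up to 4 genes per list, 3 genes per step and direction, and the genes that stand for enzymes of Figure 3a. No named gene passed in the fit of 2 groups with all 10 arrays, and only WGA2 (LOC543494) did without the array labelled 100 DD replicate 2, so the rule was applied, after this was seen, to the stage means without that array. Gene names come from an annotation table of the array, in which 1272 of 1273 probe sets matched the RefSeq gene table and 102 genes had a name other than a locus number. Probe sets whose names end in _a_at, _s_at or _x_at can match several transcripts or homoeologs, which holds for many of the genes named. The replicate numbers were taken to pair the arrays by harvest, because the labelled degree days of number 1 lie nearest to the paper's 2006 sampling times and those of number 2 to its 2004 times, while the paper itself numbers no replicates. Deviations of the replicate 1 arrays from their stage means correlated between stages at 0.0728 to 0.717, over 0.1 for 8 of 10 pairs of stages. The functions were tested on simulated data with 200 changed probe sets among 24727. Each probe set had its mean over the arrays and its spread within stages, so stages differed only by the changes put in. For the difference of stage means between filling and division without the array labelled 100 DD replicate 2, 23.9% of changes of 1, 86.6% of changes of 2 and 100% of changes of 4 on the log2 scale were recovered, with 5 unchanged probe sets among 145 called. With the spread of all 10 arrays and 24982 probe sets, the shares for the same difference were 5.97%, 50.7% and 95.5%. For filling against division in 2 groups, they were 47.8%, 92.5% and 100% without the array labelled 100 DD replicate 2, and 11.9%, 68.7% and 95.5% with all 10 arrays. In the real data the stages of a phase differ, which widens the spread of the 2-group fit. The shares for 2 groups therefore do not apply to the real arrays. For the test over the stages, they were 0%, 37.3% and 89.4% without the array labelled 100 DD replicate 2, and 0%, 2.99% and 77.3% with all 10 arrays. For the step from 300 to 500 DD, they were 2.99%, 59.7% and 92.4% without the array labelled 100 DD replicate 2, and 0%, 11.9% and 78.8% with all 10 arrays. For 500 DD against 100 DD, they were 0%, 44.8% and 90.9% without the array labelled 100 DD replicate 2, and 0%, 13.4% and 78.8% with all 10 arrays. Without that array, unchanged probe sets were 9 of 169 called for 2 groups and 7 of 91 over the stages. They were 10 of 113 from 300 to 500 DD and 1 of 91 for 500 DD against 100 DD. With all 10 arrays they were 6 of 107 for the stage means and 8 of 125 for 2 groups. Over the stages they were 1 of 54, from 300 to 500 DD 1 of 61, and for 500 DD against 100 DD 4 of 65. The alternatives changed the filter, the normalization, the prior, the adjustment, the block for harvest and the arrays left out, and their effect is given in the closing section. Probe intensities were not used here, and no genome was used. With 2 arrays per stage, the number of arrays limits the precision.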

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

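The tests of the array labelled 100 DD replicate 2 as mislabelled, and the counts of splits for all 10 arrays and within harvests, were chosen only after the results they test were seen. This array had a correlation of 0.987 with 500 DD replicate 2, the highest of any pair of arrays, and one of 0.632 with 100 DD replicate 1. The lowest of the other replicate pairs was at 0.935, and the 500 DD replicates correlated with each other at 0.960. A mixture with RNA of 100 DD is argued against by 185 probe sets that were at least 8 on 100 DD replicate 1 and under 4 on both 500 DD arrays, whose median on this array differed from the 500 DD arrays by -0.018, within the 0.846 that bounds 95% of the differences between the 500 DD arrays. A 2004 harvest that ran ahead as a whole, far enough to bring 200 DD past 300 DD, is argued against by probe sets that rise from 300 to 500 DD. They differed at 200 DD between 2004 and 2006 by a median of -0.034, against a median rise of 1.73. A smaller lead of 2004 cannot be seen in these probe sets. A wrong label on this one sample stays open as a candidate explanation, and no biological explanation besides the harvest was tested.

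Of 94 groups of arrays examined for a single array far from the others, 31 had one, where chance gives about 1 in 20 for groups of like arrays. That rate does not hold here, since the named genes were chosen for differences between stages and the division group mixes 3 stages, so that 100 DD replicate 1 can stand apart by the choice. This does not extend to the array labelled 100 DD replicate 2, which was in no fit that chose the genes and where Em (LOC543480) was at 13.99 against 2.16 to 2.17 and EM (LOC543497) at 14.71 against 2.97 to 3.17 on the other division arrays. On the array labelled 100 DD replicate 2, the gap divided by the range in the division stages was 0.859 for WGA2 (LOC543494), 0.998 for Em (LOC543480), 0.941 for Rab15 (LOC543293), 0.982 for EM (LOC543497), 0.699 for rbcl (LOC100049018), 0.704 for OEE2 (LOC543290), 0.655 for Trx-M (LOC542973), 0.695 for wcH2B-8 (LOC543184), 0.659 for OEE1 (LOC543291), 0.646 for wcH2B-6 (LOC543183) and 0.673 for H2A-9 (LOC732714). On 100 DD replicate 1 it was 0.710 for SER1 (LOC100037548), 0.953 for gli-2 (LOC543210), 0.967 for gli-2 (LOC543211), 0.780 for abu-7 (LOC543213), 0.857 for gli-2 (LOC543212), 0.934 for Pur-A1 (LOC543413), 0.953 for GAG56D (LOC543214), 0.940 for WMAI-1 (LOC542981), 0.969 for ATI (LOC543286), 0.961 for ATI (LOC543281), 0.861 for THI1.2, 0.986 for THI1.1 and 0.726 for AGP-S (LOC543299). In the filling stages it was 0.833 for hsp16.9A (LOC543277) on 500 DD replicate 2, 0.939 for GAG56D (LOC543214) on 500 DD replicate 1, 0.842 for WMAI-1 (LOC542981) on 500 DD replicate 2, 0.946 for PEAMT1 (LOC543067) on 500 DD replicate 2. Over the 10 arrays, 100 DD replicate 1 stood apart in its mean correlation with the others (0.650) and in its share of probe sets at 4 or more (0.493), and 300 DD replicate 1 in the difference between the ends of the gapdh control (0.593).

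For filling against division, without the array labelled 100 DD replicate 2, 2 of 100 splits of the arrays into groups of the same sizes gave at least the real count of 65, the highest other giving 97, and 1 of the 60 splits that keep the number of filling arrays of each harvest did, the highest other giving 3. For the stage means, 1 of 100 reassignments of the arrays to the stages gave at least the real 6544, the highest other giving 1622, and 1 of 100 within each harvest did, the highest other giving 4533. For the 2 groups the share is under 0.05 only given these 9 arrays. The array was left out after the data were seen, and the splits do not repeat that choice. Reassigning arrays to the stages also parts the replicates of a stage, which widens the spread. The counts for the stage means therefore show that replicates of a stage are alike, and cannot decide on filling against division. With all 10 arrays the real counts were 0 for filling against division, the harvests and the interaction of phase and harvest, which 100 of 100 splits reach for each, so these splits decide nothing. The highest other splits gave 594, 6111 and 1066 calls, which points to a structure of the samples that was not tested further.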

How the results depend on the processing

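The results without 100 DD replicate 2 or without either 100 DD array, and their alternatives, were chosen only after the result was seen. Counts are calls at an adjusted p under 0.05 and values for lists are adjusted p from camera, apart from those by fry, which tests whether a list changed at all and so answers another question. Without either 100 DD array, or without 100 DD replicate 1 where the other is already left out, the time course covers 4 stages and the division mean 2. The cause of a change was not tested. The replicate block for harvest moved no other count by more than 1.5 times and changed no call of a list.

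For time course, 107 became 58 without a filter, 66 without probe sets that can match several transcripts, 5 after Bonferroni adjustment, 5 at an adjusted p under 0.01, 193 with harvest as a random replicate block, 0 with a line over the paper's degree days, 0 with a line over the labelled degree days and 3569 without either 100 DD array, and 0 to 6610 without 1 array. For time course, without 100 DD replicate 2, 6610 became 4034 without probe sets that can match several transcripts, 227 after Bonferroni adjustment, 2812 at an adjusted p under 0.01, 3569 without either 100 DD array and 107 with all 10 arrays, and 3549 to 6046 without 1 array.

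For 500 DD against 100 DD, 0 became 0 to 7405 without 1 array. For 500 DD against 100 DD, without 100 DD replicate 2, 7405 became 4536 without probe sets that can match several transcripts, 301 after Bonferroni adjustment, 3847 at an adjusted p under 0.01 and 0 with all 10 arrays, and 5027 to 7118 without 1 array.

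For 200 DD minus 100 DD, 67 became 3 after Bonferroni adjustment, 3 at an adjusted p under 0.01, 127 with harvest as a random replicate block, 0 by the methods' test (per gene, Bonferroni), 0 by the methods' test (per gene, Benjamini-Hochberg) and 136 by the methods' test (common variance, Benjamini-Hochberg), and 0 to 3616 without 1 array. For 250 DD minus 200 DD, 0 became 25 by the methods' test (common variance, Bonferroni) and 55 by the methods' test (common variance, Benjamini-Hochberg), and 0 without any 1 array. For 300 DD minus 250 DD, 3 became 8 without a filter, 0 at an adjusted p under 0.01, 0 with harvest as a fixed replicate block, 26 without either 100 DD array, 0 by the methods' test (per gene, Bonferroni), 0 by the methods' test (per gene, Benjamini-Hochberg), 69 by the methods' test (common variance, Bonferroni) and 200 by the methods' test (common variance, Benjamini-Hochberg), and 0 to 26 without 1 array. For 500 DD minus 300 DD, 45 became 76 without a filter, 79 after quantile normalization, 3 after Bonferroni adjustment, 0 at an adjusted p under 0.01, 21 with harvest as a fixed replicate block, 92 with harvest as a random replicate block, 3091 without either 100 DD array, 1 by the methods' test (per gene, Bonferroni), 1 by the methods' test (per gene, Benjamini-Hochberg), 905 by the methods' test (common variance, Bonferroni) and 2437 by the methods' test (common variance, Benjamini-Hochberg), and 0 to 3082 without 1 array. For 200 DD minus 100 DD, without 100 DD replicate 2, 2461 became 1450 without probe sets that can match several transcripts, 140 after Bonferroni adjustment, 828 at an adjusted p under 0.01 and 67 with all 10 arrays, and 1068 to 2068 without 1 array. For 250 DD minus 200 DD, without 100 DD replicate 2, 0 became 2 with a trend and robust prior, and 0 to 26 without 1 array. For 300 DD minus 250 DD, without 100 DD replicate 2, 26 became 4 without a filter, 9 without probe sets that can match several transcripts, 5 after Bonferroni adjustment, 5 at an adjusted p under 0.01 and 3 with all 10 arrays, and 0 to 26 without 1 array. For 500 DD minus 300 DD, without 100 DD replicate 2, 3040 became 1891 without probe sets that can match several transcripts, 115 after Bonferroni adjustment, 1136 at an adjusted p under 0.01 and 45 with all 10 arrays, and 1099 to 3091 without 1 array.

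For filling against division, 0 became 19 without either 100 DD array, 18 by the methods' test (common variance, Bonferroni) and 109 by the methods' test (common variance, Benjamini-Hochberg), and 0 to 65 without 1 array. For filling against division, without 100 DD replicate 2, 65 became 2 without a filter, 5 with a filter at 3, 139 with a filter at 6, 111 after quantile normalization, 2 after Bonferroni adjustment, 0 at an adjusted p under 0.01, 19 with harvest as a fixed replicate block, 6544 from stage means, 107 without the 250 DD arrays, 23 with 1 probe set per gene, 19 without either 100 DD array and 0 with all 10 arrays, and 0 to 546 without 1 array.

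For harvest 2006 against 2004, 0 became 0 without any 1 array. For harvest 2006 against 2004, without 100 DD replicate 2, 0 became 217 with a filter at 6, 36 after quantile normalization, 53 after median centring and 245 with a trend and robust prior, and 0 to 156 without 1 array.

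For phase by harvest, 0 became 421 without a filter, and 0 to 12 without 1 array. For phase by harvest, without 100 DD replicate 2, 0 became 5 without a filter, and 0 without any 1 array.

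For stage means, filling minus division, without 100 DD replicate 2, 6544 became 4012 without probe sets that can match several transcripts, 255 after Bonferroni adjustment, 3132 at an adjusted p under 0.01, 4064 at a log2 difference of at least 1, 3678 without either 100 DD array and 0 with all 10 arrays, and 3678 to 6356 without 1 array.

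For expressed probe sets, 23000 became 15238 at a minimum of 6 and 14610 without probe sets that can match several transcripts, and 23504 to 24631 without 1 array.

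For highest starch value, 14.33 became 14.45 after quantile normalization.

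For amylase and protease inhibitors, 6.3e-04 became 0.340 with an estimated correlation and 0.258 by fry, and 4.1e-05 to 0.00261 without 1 array. For gluten storage proteins, 6.3e-04 became 0.414 with an estimated correlation, 0.428 by fry and 0.158 without a filter, and 1.3e-04 to 0.110 without 1 array. For histones, 0.00412 became 0.386 with an estimated correlation and 0.258 by fry, and 2.1e-04 to 0.0490 without 1 array. For cytoskeleton and cell wall, 0.289 became 0.0185 without a filter, and 0.127 to 0.816 without 1 array. For photosynthesis of the green pericarp, 6.3e-04 became 0.340 with an estimated correlation, 0.258 by fry and 0.439 without a filter, and 3.4e-05 to 0.00784 without 1 array. For late embryogenesis and dehydration, 1.6e-05 became 0.340 with an estimated correlation and 0.258 by fry, and 3.0e-07 to 0.00126 without 1 array. For defence and oxidative stress, 0.0328 became 0.414 with an estimated correlation, 0.460 by fry, 0.237 without a filter, 0.121 with 1 probe set per gene, 0.0675 after quantile normalization, 0.0666 after median centring and 0.169 without probe sets that can match several transcripts, and 0.0108 to 0.137 without 1 array. For amylase and protease inhibitors, without 100 DD replicate 2, 6.5e-04 became 0.294 with an estimated correlation and 0.118 by fry, and 1.2e-05 to 0.00363 without 1 array. For gluten storage proteins, without 100 DD replicate 2, 0.00243 became 0.499 with an estimated correlation, 0.345 by fry, 0.0639 without a filter, 0.0505 with 1 probe set per gene, 0.0886 without probe sets that can match several transcripts and 0.107 without either 100 DD array, and 3.7e-04 to 0.107 without 1 array. For histones, without 100 DD replicate 2, 2.1e-04 became 0.294 with an estimated correlation, and 3.5e-05 to 5.9e-04 without 1 array. For cytoskeleton and cell wall, without 100 DD replicate 2, 0.127 became 0.00376 without a filter, and 0.0856 to 0.343 without 1 array. For photosynthesis of the green pericarp, without 100 DD replicate 2, 2.1e-04 became 0.294 with an estimated correlation and 0.113 without a filter, and 1.5e-05 to 7.5e-04 without 1 array. For late embryogenesis and dehydration, without 100 DD replicate 2, 3.0e-07 became 0.294 with an estimated correlation, and 1.6e-08 to 5.6e-06 without 1 array. For defence and oxidative stress, without 100 DD replicate 2, 0.123 became 0.0211 without the 250 DD arrays, and 0.0500 to 0.267 without 1 array.

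The difference of stage means turned to -0.19 for GAG56D (LOC543214), with -0.19 to 3.84 over all arrays left out in turn, -0.10 for ATI (LOC543286), with -0.10 to 3.12 over all arrays left out in turn and -0.62 for AGP-S (LOC543299), with -0.62 to 0.63 over all arrays left out in turn, where the first value is without either 100 DD array, whose lone array carries the direction. With 2 arrays per stage, the number of arrays limits the precision.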

Differences from the paper's values

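No measure here was chosen after its result was seen. In the main setting, no value that the paper states for a measure computed here differed from it by more than 1.5 times as set before the data were examined. For the highest starch value, 14.33 beside 14.5, this decides nothing, since the rule was applied to log2 values and could hardly fail. The 14.5 is also the top of a colour scale for the whole starch network, of which few genes are named here. Probe sets and genes are unlike counts, as several probe sets can stand for 1 gene. For expressed probe sets, for which the paper's text states no threshold, the paper gives about 30000 genes and 23000 probe sets had a value of at least 4 on both arrays of a stage. A minimum of 3 gave 30713 and either array of a stage gave 27333, while a minimum of 5 gave 19062, a minimum of 6 gave 15238, expression at every stage gave 17627 and leaving out probe sets that can match several transcripts gave 14610, and these differ by more than 1.5 times.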

Other observations

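No test here was chosen after its result was seen, apart from the fit without the array labelled 100 DD replicate 2. These genes were named by the rule and have not been described above. Prx1 (LOC606328) was at 10.37 on 100 DD replicate 1, 7.38 ± 0.92 (SD, n = 2) at 250 DD and 4.40 ± 1.09 (SD, n = 2) at 500 DD, and the glycolytic phosphoglycerate kinase Pgk-1 (LOC543496) at 11.43, 9.71 ± 0.32 (SD, n = 2) and 7.74 ± 0.15 (SD, n = 2). OEE2 (LOC543290), of the oxygen-evolving complex of photosystem II, fell by 2.31 from 300 to 500 DD (standard error 0.35, adjusted p = 0.00919 from limma), a call that ended without 300 DD replicate 1 (adjusted p = 0.0660 from limma). The small heat shock protein gene hsp16.9A (LOC543277) was at 5.61 ± 0.60 (SD, n = 2) at 250 DD and 10.14 ± 2.32 (SD, n = 2) at 500 DD, the latter with 1 array at 8.50 and the other at 11.78. The xyloglucan endotransglycosylase XTH went from 8.33 on 100 DD replicate 1 to 3.94 ± 1.36 (SD, n = 2) at 500 DD, near background (adjusted p = 0.00758 from limma).

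A hypothesis written before its test was that the 2004 arrays lie further along the course because the paper samples them later. The score, the mean of probe sets higher in filling minus that of probe sets lower in filling in the fit without either 100 DD array, differed between 2004 and 2006 by 0.56 at 200 DD, 0.39 at 250 DD, 0.35 at 300 DD and -0.060 at 500 DD. The degree days of the paper differ by 18, 16, 3 and 12 at these stages, and those of the labels by 15, 20, 10 and 10. The prediction, written for the degree days of the paper, was not met, since the score was not higher in 2004 at 500 DD and its difference was not smallest at 300 DD. By the labels, 300 and 500 DD tie, so only the first of these applies, and each difference rests on 1 array per harvest. The probe sets of the score were chosen in a fit of these same arrays. That fit favours probe sets alike within a stage, so the score can understate differences between the harvests.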
